# Long-term effects of adolescent risperidone treatment on the mouse cortex

**DOI:** 10.1038/s41386-026-02483-2

**Published:** 2026-07-08

**Authors:** Abneil D. Alicea-Pauneto, Hyowon Choi, Wenyu Zhang, Xinjian Li, Laurence. A. Busque, Mingxuan Li, Andrew Wu, Evan Zhang, Adam D. Marc, Jonathan Preall, Kuan Hong Wang, Robert E. Featherstone, Steven J. Siegel, Chang-Gyu Hahn, Karin E. Borgmann-Winter

**Keywords:** Synaptic development, Cellular neuroscience, Genetics of the nervous system

## Abstract

Since the introduction of second-generation antipsychotics, antipsychotics have been increasingly prescribed for children and adolescents, raising concerns about their long-term impact on neurodevelopment. Antipsychotics block dopaminergic and serotonergic receptors, potentially disrupting the maturation of neurocognitive processes, which is a public health concern. Previous studies have reported that adolescent antipsychotic treatment can cause persistent neurocognitive dysfunction in rodents, yet the neurobiological underpinnings remain unknown. To address this, we administered risperidone, a commonly used antipsychotic, to C57BL/6 mice during adolescence (3 to 6 weeks of age) and examined behavioral and neurobiological outcomes nine weeks post-treatment. Risperidone-treated mice exhibited subtle deficits in behavioral correlates of anxiety-like behavior. In vivo, two-photon calcium imaging of cortical neurons revealed a remarkable increase in the amplitude of calcium events with subtle sex-specific changes in the frequency, consistent with increased neuronal excitability. Single-nucleus RNA-sequencing (snRNA-seq) analyses showed widespread reductions in transcripts for voltage-sensitive and inwardly rectifying potassium channels in both pyramidal neurons and interneurons. Additionally, both cell types exhibited reduced *Grin2a* and *Grin2b*, as well as scaffolding proteins, indicative of weakened synaptic connectivity between excitatory and inhibitory neurons. Interestingly, we observed sex-dependent differences in the directionality of correlation between certain gene co-expression modules and risperidone treatment. Our results suggest that adolescent risperidone treatment induces lasting transcriptomic and functional changes associated with altered excitatory-inhibitory neuronal interactions that may underline cognitive and behavioral dysregulations.

**Figure:**
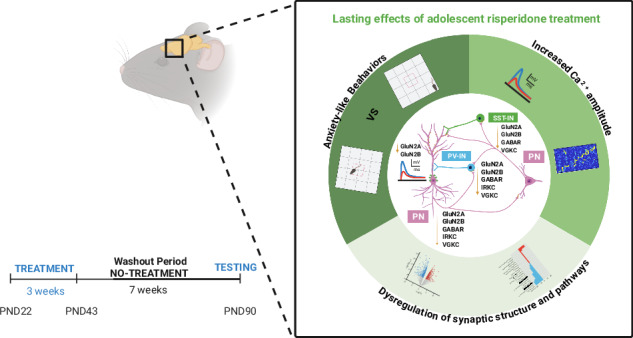

## Introduction

Antipsychotic use in children and adolescents has increased dramatically over the last decade in the U.S [1, 2], now affecting almost 2% of persons under the age of 18. Antipsychotics are prescribed for a variety of non-psychotic illnesses and off-label uses [2–8], raising concerns about long-term effects on the developing brain. Adolescence is a critical period for the maturation of higher-order cognitive functions, e.g., working memory and executive function [9, 10], driven by maturation of excitatory and inhibitory (E/I) balance and synaptic connectivity [11–13]. Disruption of these processes through adolescent antipsychotic exposure has the potential to lead to enduring neurodevelopmental effects.

During adolescence, the activity of interneurons (INs) becomes more robust, suppressing the spontaneous activity of pyramidal neurons (PNs) and enhancing their stimulus-driven neuronal activation. This refines the interactions between PNs and INs, which are essential for the coordinated development of distinct circuits and specific brain networks that are linked to higher-order cognitive functions.

Currently prescribed antipsychotics are often classified into three generations based on their receptor binding profiles [14]. First-generation antipsychotics (FGAs) achieve their therapeutic effects primarily by blocking dopamine D_2_ receptors (D_2_R). Second-generation antipsychotics (SGAs) also block D_2_Rs but extend their mechanism of action to other dopaminergic (DA) and serotonergic (5-HT) receptor subtypes, notably 5-HT_2_A. The most recently developed class, often called third-generation antipsychotics (TGAs), acts on DA and 5-HT receptors similarly to SGAs; however, they incorporate partial agonism rather than total blockade. Additionally, while profiles vary among individual drugs, SGAs generally exhibit higher affinities for D_3_R and D_4_R than FGAs. Similarly, certain SGAs and TGAs show higher affinity for 5-HT_6_ and 5-HT_7_ receptors compared to FGAs. Because these DA and 5-HT receptor subtypes are expressed across various brain regions following specific developmental trajectories [15, 16], antipsychotics of each generation may have differential impacts depending on the brain region and the stage of the lifespan.

Studies of the cognitive effects of antipsychotics in children and adolescents are lacking. A recent meta-analysis of the cognitive effects of antipsychotics in the treatment of adults with schizophrenia concluded that antipsychotics as a class are not procognitive agents [17] as have been reported in some prior studies. Indirect evidence of the cognitive impacts of antipsychotics in adults comes from studies of antipsychotic dose reduction. A meta-analysis of antipsychotic dose reduction in adults, comprised mainly of studies of FGAs, reported improved neurocognitive function with decreasing antipsychotic doses [18] with limited data for later classes of antipsychotics. A single- blinded dose reduction randomized controlled trial of adults with schizophrenia reported that reductions in risperidone or olanzapine doses were associated with improvements in processing speed and working memory [19].

Moreover, the dopaminergic and serotonergic systems mature in the association cortex during adolescence [20–22]. The expression of dopaminergic and serotonergic receptors peaks during early adolescence, a period critical to the maturation of E/I balance and synaptic connectivity. Furthermore, perturbation of the serotonergic system during adolescence has been shown to reinstate certain critical periods [23, 24]. Thus, antipsychotic-mediated blockade of these receptors during adolescence could disrupt the establishment of E/I balance, synapses, and circuits.

Preclinical studies have shown that antipsychotic treatment during the adolescent period of development can produce behavioral phenotypes in juveniles distinct from those resulting from adult treatment [10, 25]. Bardgett et. al. reported persistence in adulthood of alterations in locomotor activity [10], some of which exhibit sex-specific differences [26]. Qiao et al. similarly found reduced avoidance responses and significantly lower PCP-induced hyperlocomotion in adult male rats previously exposed to risperidone [27, 28]. Adolescent antipsychotic exposure has also been linked to long-term cognitive impairments, including deficits in learning and memory as well as alterations in behavioral flexibility [29] and the conditioned avoidance response (CAR) [30, 31]. Moreover, olanzapine treatment during adolescence disrupts working memory, fear conditioning [32], and stress responsivity [33].

Despite these documented behavioral consequences, the neurobiological mechanisms underlying the persistent cognitive effects of adolescent antipsychotic treatment remain poorly understood. We hypothesized that alterations of DA and 5HT signaling induced by SGAs during adolescence may lead to enduring changes in the neurobiological substrates of cognitive function. Here, we investigated the long-term consequences of adolescent antipsychotic exposure by integrating changes in neurocognitive behaviors, neuronal activity, and gene expression in adult mice. Specifically, we examined cognitive behaviors that involve recognition and memory, which are critically developed in adolescence and neuronal activity and transcriptome in PNs vs. INs, which may underlie the development of cognitive function during adolescence. While these cognitive and neurobiological changes may involve multiple brain circuitry and regions, our study is focused on the prefrontal cortex.

## Materials and methods

### Animals

Both male and female C57BL/6J (WT) mice (Jackson Laboratory; 10–30 g, 3 weeks old at the start of experiments) were used in all studies. Animals were acclimated for at least 5 days prior to experimental procedures. All experiments were conducted during the light cycle. All animal procedures were performed in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee (IACUC) of Thomas Jefferson University.

### Study design for long-term effects of adolescent risperidone exposure

To examine the long-term effects of adolescent risperidone exposure in adulthood, 3 week old adolescent WT mice received daily intraperitoneal (i.p.) injections of risperidone (4 mg/kg) [34] or saline from postnatal day (PND) 22 to 43, followed by a drug washout period from PND 43-90 (weeks 6-13) before the behavioral and neurobiological assessments (Fig. 1A). Washout periods of 3-10 weeks have previously been used in rodent studies [29–31]. A seven-week washout period was selected to evaluate the persistence of risperidone effects at a developmental stage in mice corresponding to human adulthood. Behavioral evaluations included the open field test (OFT), novel object recognition (NOR), and social interaction tests. These behavioral assessments were performed starting at PND 90. In parallel, cortical activity and molecular profiles were characterized using in vivo two-photon calcium imaging and snRNA-seq analyses (PND 90).

**Fig. 1:**
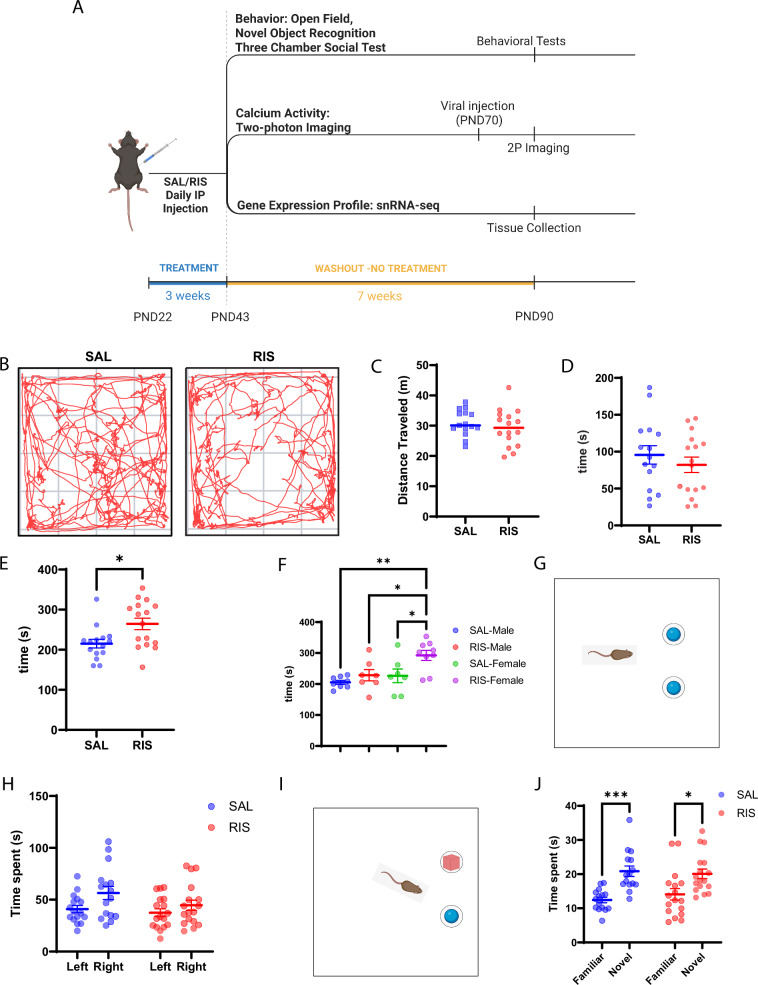
Adolescent risperidone treatment induced a long-term increase in anxiety-like behavior. **A** Schematic of the experimental timeline. **B** Representative trajectory of mouse movement within the OFT arena. **C** Total distance traveled (m) in the arena, **D** time spent in the center, **E** time spent in the corners, **F** time spent in the corners by sex. **G** Schematic of NOR test (P1), **H** Time spent exploring left vs. right objects. **I** Schematic during the recognition phase (P2), **J** time spent exploring familiar vs. novel object, (N: SAL M = 8, RIS M = 7, SAL F = 7, RIS F = 9).

### Antipsychotic preparation

We focused on risperidone because it is one of the most extensively prescribed second-generation antipsychotics in child and adolescent populations. Additionally, it is well characterized pharmacologically, displaying potent D_2_ and 5-HT_2a_ antagonism. Risperidone (100 mg) was dissolved in 5 mL of DMSO to prepare a 20 mg/mL stock solution. The solution was gently heated and sonicated to ensure complete dissolution. A working solution was prepared daily by diluting 200 µL of the stock solution into 9.8 mL of sterile saline. Mice received 100 µL i.p. of the final solution per 10 g of body weight, corresponding to a dose of 4 mg/kg.

### Cranial window for chronic in vivo two-photon imaging

We performed surgeries two weeks prior to the end of the washout period (P70) to allow sufficient time for the AAV-mediated calcium biosensor to express. WT mice were prepared for surgery following established protocols [35]. A small (~1.5×1.5 mm) optical window was made by removing the thinned skull cap. 0.5 ﻿µL AAV virus AAV9-Syn-GCaMP6s-WPRE-SV40 (1.2 × 10^12^ copies/ml) was injected into the frontal cortical subregion M2. This infusion was performed from the pial surface using a micro-syringe pump as previously described [36]. See further details in the Supplementary Information.

### Two-photon Ca^2+^ imaging

Mice were recorded while awake, and calcium images were collected and analyzed according to published protocols [37]. Non-overlapping somas were selected manually as regions of interest (ROIs) and carefully inspected for overlap with other subcellular compartments. The mean fluorescence intensity of all ROIs was further analyzed. To reduce the influence of variability in background fluorescence and imaging conditions, relative changes in Ca^2+^ fluorescence (F) were calculated using the formula: ∆F/F_0_ = (F–F_0_)/F_0_ (with F_0_ = averaged fluorescence intensity over the entire trace) and used for all analyses of Ca^2+^ activity. The ∆F/F_0_ in the ROI region was considered as neuronal activity. Then, the events were detected based on published methods [38].

Because multiple cells were recorded from each mouse, the dataset had a hierarchical structure with individual cells nested within animals. To account for this non-independence, calcium event frequency and amplitude were analyzed using linear mixed-effects models in IBM SPSS Statistics (v29.0.1.0). Each model included treatment, sex, and the sex x treatment interaction as fixed effects, with subjects entered as a random intercept to model subject-level variability. Models were estimated using restricted maximum likelihood with a variance-components covariance structure and Satterthwaite approximation for denominator degrees of freedom. Statistical significance was defined as *p* < 0.05. See further details in the Supplementary Information.

### SnRNA-seq

For snRNA-seq experiments, mice were euthanized at PND 90, brains were harvested, flash frozen in liquid nitrogen, and cortical tissue samples were shipped to Cold Spring Harbor Laboratory (Cold Spring Harbor, NY) for snRNA-seq analysis. The right hemispheres of ten replicate cortexes (5 male, 5 female) from each condition (saline/risperidone) were minced with a razor blade on a metal block cooled by dry ice, and the pieces from each condition were combined into a single pool for nuclei prep. Nuclei were prepared from minced cortexes according to Martin et al. [39], stained with DAPI (0.1 µg/mL) and sorted on a SONY SH800 cell sorter with a 100 µm chip to remove non-nuclear debris. Sorted nuclei were pelleted at 600 x *g* and excess supernatant was removed and the remaining liquid (~50 µL) was used to resuspend nuclei. Single nuclei suspensions were counted and loaded into a Chromium X instrument, utilizing two technical replicate Chromium lanes per condition (4 lanes total) to achieve higher nuclei yields. Libraries were prepared using the GEM-X Universal Gene Expression v4 kit (1000691; 10X Genomics) and sequenced on a NextSeq2000 (Illumina) using the following read format: (28x10x10x90bp), to an average depth of ~16,000 reads per cell. Reads were aligned to the mouse reference genome GCRm38 GENCODE vM23 using Ensembl 98 annotations (i.e., prebuilt Cell Ranger reference mm10-2020-A, 10X Genomics, https://www.10xgenomics.com/support/software/cell-ranger/downloads/cr-ref-build-steps#mouse-ref-2020-a) using Cell Ranger v8.0.1 and default settings (which include assigning uniquely mapping intronic reads to their parent gene in the count matrix). 

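The deposited matrices hold the number of unique molecular identifiers (UMIs) that the authors counted for each gene in each nucleus of a Chromium lane, without normalization. They list 29536 and 29986 nuclei for the 2 saline lanes and 25983 and 23450 nuclei for the 2 risperidone lanes. The lowest number of UMIs in a listed nucleus was 1364 and 1630 in the saline lanes and 500 in both risperidone lanes, so nuclei of few UMIs are listed for the risperidone lanes alone. Of the gene identifiers in the matrices, 99.8% were found in the GENCODE vM21 annotation of GRCm38, from which gene positions and lengths were taken here.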

The filtered count matrix produced by Cell Ranger’s cell-calling algorithm was used as input for downstream analysis. Male- and female-derived nuclei were later separated in silico using a gene expression signature.

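The paper's text does not list this signature. For the values given here by sex, a nucleus was called female when it held at least 1 UMI of Xist and none of the Y-linked genes Ddx3y, Uty, Eif2s3y and Kdm5d, and male when it held at least 1 UMI of these and none of Xist. In saline lane 1, 37.1% of nuclei were called female (exact 95% binomial interval, 36.5 to 37.7) and 18.6% male (18.2 to 19.1), and in saline lane 2 39.1% and 19.0%. In the risperidone lanes 50.7% and 50.1% were called female and 19.5% and 20.5% male. Nuclei with UMIs of both kinds, which were left out, made up 13.8% and 17.1% of the saline lanes and 15.2% and 19.1% of the risperidone lanes. Nuclei with UMIs of neither kind were left out too, 30.4% and 24.8% of the saline and 14.5% and 10.3% of the risperidone lanes. The male and female sets thus leave out a larger part of the saline nuclei. RNA from other nuclei of the pool enters these calls, because each pool held both sexes. With at least 2 UMIs required, the shares moved most, to 19.5% female and 5.99% male in saline lane 1 and to 42.0% and 10.2% in risperidone lane 1. In the nuclei used here, Xist was at 290 and 292 CPM (UMIs scaled to a fixed total per lane) in saline and 436 and 426 in risperidone. Y-linked genes were at 124 and 124 CPM against 108 and 105. The share of female RNA may thus differ between the pools. Fold changes of both sexes together cannot tell such a difference apart from the treatment.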

### Statistical analysis

Data analysis was conducted using IBM SPSS Statistics (29.0.1.0), MATLAB R2024a (24.1.0.2628055), and GraphPad Prism 9 (9.5.1). The statistical tests were performed at a two-sided significance level of α = 0.05.

### Open field statistics

To assess treatment and sex effects on anxiety-like behavior, operationalized as time spent in the center and the corners of an open field arena, we conducted a two-way analysis of variance (ANOVA) using a general linear model framework. The dependent variable was total corner time, with treatment and sex included as fixed between-subject factors. The type III sums of squares were used to account for unbalanced group sizes.

In the event of significant main effects, post-hoc pairwise comparisons were conducted using estimated marginal means with Bonferroni correction to control for multiple comparisons. Effect sizes were reported as partial eta squared (ηp²) to quantify the magnitude of observed effects.

### Novel object recognition (NOR) statistics

We employed a repeated-measures analysis of variance (RM-ANOVA) within a general linear model framework to evaluate object exploration differences during the NOR task. Exploration time served as the dependent variable, with object (familiar vs. novel) included as a within-subject factor, and treatment and sex included as between-subject factors. Type III sums of squares were used to account for unbalanced group sizes.

Primary effects of interest included the main effect of object (i.e., preference for novel vs. familiar object), as well as interactions between object and treatment and/or sex. Significant main effects and interactions were further explored using estimated marginal means with Bonferroni correction.

Estimated marginal means and corresponding 95% confidence intervals were computed for each level of object, treatment, and sex, including higher-order interactions. Additionally, between-subject effects were assessed on the average exploration time across objects to evaluate overall differences in exploratory behavior independent of object preference.

### Two-photon Ca^2+^ imaging statistics

Calcium event frequency and amplitude were analyzed using linear mixed-effects models to account for the nested structure of the data (i.e., cells within animals). For each outcome measure, treatment and sex were included as fixed effects along with their interaction, and mouse identity was included as a random intercept.

Main effects and interactions were assessed using Type III tests of fixed effects. Post-hoc comparisons were performed using estimated marginal means with Bonferroni correction. Variance was examined to quantify within- and between-subject variability.

### SnRNA-seq statistics

For normalization and principal component analysis, nuclei were clustered using the Louvain algorithm at a resolution of 0.5. Gene Ontology (GO) enrichment analyses for upregulated and downregulated differentially expressed genes (DEGs) with an FDR threshold of <0.05 were performed for Biological Process (BP), Molecular Function (MF), and Cellular Component (CC) using the enrichGO function. Weighted gene co-expression networks were constructed using the soft power threshold determined via the Scale-free Topology Model (Figs. S10; S11), and the co-expression network modules were identified for glutamatergic neurons, PV-INs, and Sst-INs, which were visualized as dendograms. In order to compare the directionality of module-trait correlation in males to that of females, matching modules in different sexes were determined based on the overlapping genes in the top 100 hub genes as well as the Jaccard index between the two modules (Fig. S14).

## Results

### Adolescent risperidone treatment induced a long-term increase in anxiety-like behavior

The OFT was performed to evaluate general locomotor activity and anxiety-like behavior (Fig. 1B). When measured as the total distance traveled (m), locomotor activity did not differ between the risperidone and saline groups (Fig. 1C, dt (29) = 0.88, *p* = 0.39). Anxiety-like behavior was assessed by the total time mice spent in the center and in the corners of the field. While we found risperidone-treated mice didn’t spend significantly more time in the center, we observed that they spent significantly more time in the corners compared with saline-treated controls (Fig. 1D, E, F(1,27) = 7.386, *p* = 0.011, ηp²=.215), indicating increased anxiety-like behavior. Furthermore, when analyzed by sex, female mice showed an increase in the time spent in the corner relative to males (*F*(1,27) = 6.728, *p* = 0.015, ηp²=0.199), whereas the sex by treatment interaction was not significant *F*(1,27) = 1.718, *p* = 0.201, ηp²= 0.060 (Fig. 1F).

To test social motivation and preference, we employed the three-chamber social interaction paradigm, which consists of three sequential phases as described in the Supplementary Information. Across all three phases, the risperidone and saline groups exhibited comparable exploration and discrimination ratios (*t*(29) = 1.598, *p* = 0.1208, η² = 0.081). We found that sex by treatment interactions were not significant (Fig. S1).

In the NOR test, we recorded the duration of exploration of the novel vs. familiar objects. Both control and risperidone-treated animals displayed a novelty preference and therefore intact recognition memory. Neither treatment (*F*(1, 27–28) = 0.06–0.07, *p* = 0.80–0.82) nor sex (*F*(1, 27–28) = 0.33–0.40, *p* = 0.53–0.57) significantly altered novelty preference, and no treatment-by-sex interactions (*p* = 0.26) were observed (Fig. 1G–J).

### Adolescent risperidone treatment induced an increase in neuronal excitability in the adult mouse cortex

We conducted in vivo calcium imaging by injecting AAV-Syn-GCaMP6s into the secondary motor cortex (M2) and recording calcium transients in awake, head-fixed mice at PND90 (Fig. 2A). Fluorescence signals were quantified as relative changes in fluorescence (ΔF/F₀) and calcium transients were extracted as measures of neuronal activity (Figs. 2C, D and S2). The proportion of active cells among the identified was uniformly high across groups (~95–100%) and did not differ significantly by sex or treatment (Fig. 2B). Risperidone-treated mice exhibited profound alterations in calcium activity. Specifically, event amplitude was increased in risperidone-treated animals compared to saline controls (*p* < 0.001), with females showing higher amplitudes than males (*p* < 0.001) (Fig. 2E). Calcium event frequency was not significantly altered in risperidone-treated males (*p* = 0.375); however, there was a significant treatment-by-sex interaction (*F*(1, 541.96) = 4.07, *p* = 0.044). Post hoc analysis showed significantly reduced calcium event frequency in risperidone-treated females (*F*(1, 544.948) = 4.21, *p* = 0.041*) (Fig. 2F). Sex related differences for frequency in calcium event frequency reached nominal significance with *n*=4-5 animals per condition, and 152 active neurons in SAL-Male, 164 in RIS-Male, 66 in SAL-Females, and 158 in RIS-Females. In contrast, calcium amplitude showed robust main effects of sex and treatment. Amplitude has a larger effect than frequency, suggesting that alterations in synaptic strength and network excitability are more robust than firing rate dynamics.

**Fig. 2:**
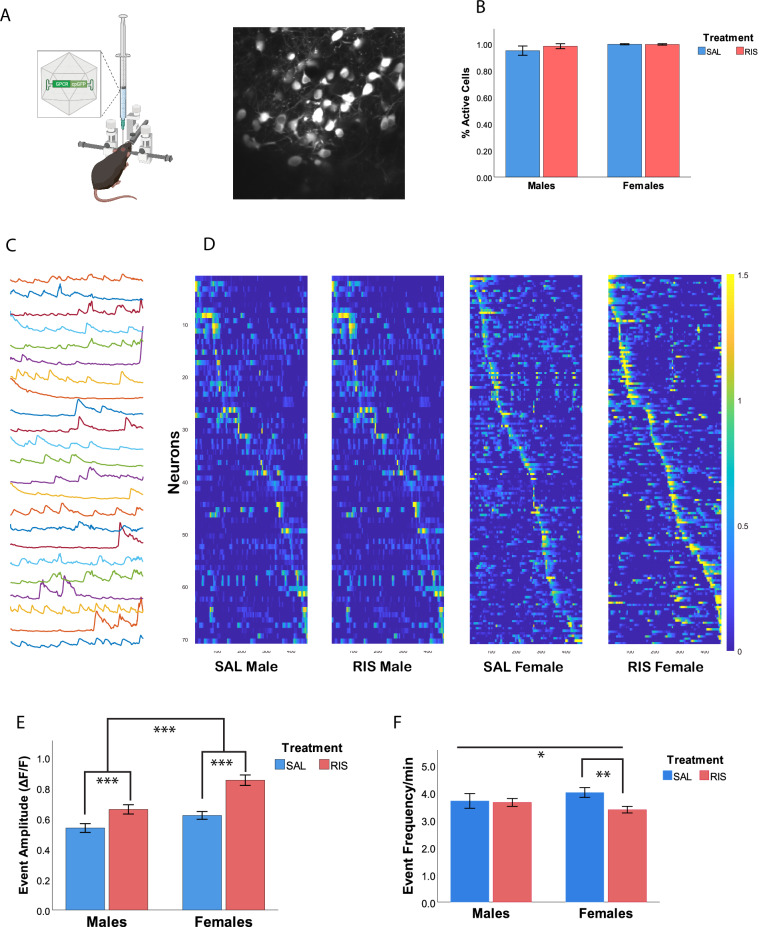
Adolescent risperidone RIS treatment alters neuronal calcium dynamics. **A** Schematic of a two-photon calcium imaging setup and a representative field of view showing GCaMP-labeled neurons. **B** Percentage of active cells by sex and treatment. **C** ΔF/F fluorescence traces from individual neurons during a 180-second spontaneous recording. **D** Heat maps of neuronal calcium activity (ΔF/F) across all recorded cells in SAL- and RIS-treated male and female mice. **E** Mean amplitude of calcium transients ΔF/F by sex and treatment. **F** Mean frequency of calcium transients by sex and treatment (N SAL M = 5, RIS M = 4, SAL F = 5, RIS F 5; N active cells: SAL M = 152, RIS M = 164, SAL F = 66, RIS F 158).

### SnRNA-seq analysis shows transcriptional changes associated with synaptic function in risperidone-treated mouse cortex

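Tissue from the right hemicortices of 5 male and 5 female mice per condition was combined by the authors in 1 saline pool and 1 risperidone pool before nuclei were isolated, and each pool was run on 2 Chromium lanes. The lanes are technical runs of a pool, so each condition has n = 1, and no test between the conditions was possible. All values given here are differences between the 2 pools, and a difference in how the pools were prepared cannot be told apart from the treatment. The intervals given cover counting error only. The saline lanes held 119736937 and 147909049 UMIs in all, with a median of 3297 and 4049 per nucleus, and the risperidone lanes 168537139 and 203675013 UMIs, with a median of 5648 and 7765. The paper gives its depth in reads per cell, whereas UMIs are used here. Mitochondrial transcripts made up 0.0408% and 0.0395% of the UMIs of the saline lanes and 0.0185% and 0.0163% of those of the risperidone lanes, and Malat1 2.11% and 2.12% against 3.41% and 3.26%. Nuclei with fewer than 500 genes (0, 0, 287 and 166 nuclei in the 4 lanes) or with more than 5% mitochondrial UMIs (3, 5, 1 and 2) were removed. Nuclei that resembled simulated doublets, 3489, 3596, 2671 and 2184 in the same order, were removed too, which left 96553. Their counts were scaled to a total of 10000 per nucleus and log-transformed, and the 2000 most variable genes were reduced to 30 principal components. The Louvain algorithm at resolution 0.5 on a shared-nearest-neighbour graph of 20 neighbours gave 32 clusters, 31 of them with at least 20 nuclei. The number of clusters moved most at resolution 1.0, to 43, and was between 29 and 33 under the other alternatives.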

A total of 27 clusters of nuclei were identified after employment of the Louvain algorithm (Figs. 3A and S3). Cell-type of each cluster was annotated manually based on the expression pattern of marker genes from literature [40] and visualized on the Uniform Manifold Approximation and Projection (UMAP) plot (Fig. 3B). 

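Clusters were named here from marker genes per class. The processing summary lists those of PV-INs and Sst-INs and the rule for glutamatergic neurons. Glutamatergic neurons comprised 57823 nuclei (31476 from saline and 26347 from risperidone), PV-INs 3008 (1752 and 1256) and Sst-INs 2523 (1478 and 1045). The mix of clusters within PV-INs differed between the pools. A cluster with a median of 2918 UMIs held 480 and 404 nuclei of the saline and 44 and 40 of the risperidone lanes. Another, with a median of 6200 UMIs, held 165 and 214 against 466 and 430. Fold changes of PV-INs thus also compare a different mix of nuclei. The UMIs of a lane summed to between 62801813 and 110300212 in glutamatergic neurons, 3257588 and 4388500 in PV-INs, and 2600280 and 3285931 in Sst-INs. No class was given to 20.9% of the saline and 18.3% of the risperidone nuclei. Marker genes of other classes were used to estimate how much of the RNA of a nucleus came from other cells, which gives an upper bound where a class itself expresses them at a low level. The mean share over the 2 lanes was 30.5% in saline and 15.9% in risperidone glutamatergic neurons, 32.7% and 17.7% in PV-INs, and 33.0% and 16.8% in Sst-INs. In every one of these classes both saline lanes had a larger share than both risperidone lanes.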

We conducted pseudobulk differentially expressed gene (DEG) analysis between saline and risperidone groups, focusing on three cell types, glutamatergic neurons, PV- and Sst-INs (Fig. S4). These cell types were selected based on their critical roles in the interactions between PNs and INs. 

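With 1 pool per condition an adjusted p has no counterpart, so genes were listed here by size. The UMIs of a class were summed per condition, and the ratio was scaled by edgeR's TMM factors. A gene was listed when its absolute log2 fold change was at least 0.5, its mean over the 4 lanes at least 10 CPM (UMIs scaled to a fixed total per lane), and both risperidone lanes lay beyond both saline lanes. In glutamatergic neurons 351 genes were higher and 459 lower in risperidone-treated mice, of 7194 genes measured. In PV-INs 563 were higher and 599 lower of 7447, and in Sst-INs 566 were higher and 568 lower of 7342. The lanes of the 2 conditions were fully separated for 90.6%, 67.7% and 65.8% of the genes in these 3 cell types, where chance alone gives 33.3%. Between the 2 lanes of a condition no gene differed by 0.5 in glutamatergic neurons, while 330 (saline) and 241 (risperidone) did in PV-INs and 375 and 390 in Sst-INs. Counting noise thus weighs more on the lists of the interneurons. Taking the lanes as replicates in edgeR's quasi-likelihood test without a fold change minimum moved the counts of glutamatergic neurons most, to 2990 higher and 2900 lower, but such a test compares the 2 pools of nuclei and not the conditions. Scaling by plain CPM, without TMM factors, turned the balance to 507 higher and 323 lower in glutamatergic neurons, 778 and 442 in PV-INs, and 722 and 447 in Sst-INs, with a shift of the median of all genes to 0.07, 0.07 and 0.06.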

There were 1108 overlapping DEGs among the three cell types (Fig. S4E). 

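By the rule of size, 304 genes passed in all 3 cell types in the same direction, 146 of them higher and 158 lower in risperidone-treated mice. With each lane left out in turn the number was between 268 and 330. Lanes taken as replicates in edgeR with no fold change minimum moved it most, to 1429, and a minimum of 1 CPM gave 1083. Of the 146 shared higher genes, 57 (39.0%) lie on the opposite strand of a gene with more UMIs.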

Notably, these shared DEGs were enriched in Gene Ontology (GO) terms related to synaptic structure and function, and ion channel complex and activity (Figs. S4F–H). 

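GO enrichment was not analysed here. Gene families fixed by symbol were counted instead. Of 6566 genes measured in all 3 cell types, 2.41% were lower by the rule of size in each of them. Among ionotropic glutamate receptors 1 of 15 genes was (Grik4), among GABA-A receptors 1 of 11 (Gabrd), and among postsynaptic scaffolds 1 of 18 (Shank1). None of 17 voltage-gated and none of 3 inwardly rectifying potassium channel genes was lower by 0.5 or more in all 3 cell types. No gene of these 5 families was higher in all 3. Families of this size allow no comparison of such shares.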

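Among genes with the same direction in all pairs of lanes and in both sexes, the largest decreases in glutamatergic neurons were those of Il31ra (log2 fold change -2.96, from 3391 to 630 UMIs), Gm42418 (-2.23), Lars2 (-2.06), Gm47283 (-1.91) and, with a smaller decrease, Cmss1. In PV-INs they were those of Il31ra (-2.64), Cpne7 (-2.28), St18 (-2.24), Gm42418 (-2.21) and Slc1a3 (-2.20), and in Sst-INs of Il31ra (-3.24), Lars2 (-2.12), Gm42418 (-2.06), Foxp2 (-1.97) and Mobp (-1.96). Lars2, Gm42418, Il31ra and Cmss1 also led, with mitochondrial transcripts, a cluster without a class with a median of 1660 UMIs. It held 406 and 275 nuclei of the saline and 40 and 38 of the risperidone lanes. Mitochondrial transcripts fell in glutamatergic neurons too (-1.29). RNA as in that cluster thus cannot be told apart from a change within the neurons for these 4 genes. For several other genes among these decreases the UMIs expected from RNA of other cells came close to or exceeded the UMIs counted. The expected number was 1.13 times the counted one in the saline and 2.08 times in the risperidone pool for St18 and 1.49 and 2.41 times for Slc1a3 in PV-INs, and 0.93 and 1.75 times for Foxp2 and 0.80 and 1.14 times for Mobp in Sst-INs. Of the channel and synaptic families, 5 of 23 voltage-gated potassium channel, 4 of 15 ionotropic glutamate receptor, 2 of 11 GABA-A receptor and 2 of 18 scaffold genes were lower by the rule of size in glutamatergic neurons. The numbers were 4 of 19, 3 of 16, 2 of 11 and 6 of 18 in PV-INs, with 1 of 4 inwardly rectifying channels, and 3 of 20, 1 of 16, 1 of 12 and 4 of 18 in Sst-INs.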

Similar GO term enrichment was observed in the downregulated DEGs (padj < 0.05, | log2FC | ≥0.5) in each cell type (Figs. 3C–F and S5). Specifically, voltage-gated potassium channels and inwardly rectifying channels were downregulated by risperidone (Figs. 3C, D and S4D) [41]. In addition, genes involved in glutamatergic and GABAergic synapses, particularly those that are integral to function and structure of the postsynaptic sites, were reduced by risperidone. 

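The family of voltage-gated potassium channels holds 40 genes by symbol, of which 23 were measured in glutamatergic neurons. Of these, 16 (69.6%, exact 95% binomial interval over genes 47.1 to 86.8) were lower in risperidone-treated mice. Their median log2 fold change was -0.29, between -0.30 and -0.27 over the 4 pairs of a saline and a risperidone lane, and its 95% interval over genes ran from -0.39 to 0.01. The median lay at percentile 0.12 of 10000 random gene lists of the same size and expression. In PV-INs 15 of 19 genes were lower, with a median of -0.20 at percentile 4.05, and in Sst-INs 14 of 20, with a median of -0.32 at percentile 0.02. Over the pairs of lanes the percentile ranged from 0.41 to 10.9 in PV-INs and from 0.02 to 0.27 in Sst-INs. The medians were below 0 under every alternative tried. Taking out the estimated RNA of other cells, an alternative chosen after seeing the data, moved a median most, in Sst-INs to -0.10. Kcnd3 lies on chromosome 3 of GRCm38 from 105452330 to 105674002 and had a log2 fold change of -0.80 in glutamatergic neurons (exact conditional 95% interval -0.82 to -0.79), -1.01 in PV-INs and -0.47 in Sst-INs. In PV-INs RNA of other cells would give 0.93 times its counted UMIs in saline and 0.60 times in risperidone, and its log2 fold change became 1.29 with that RNA taken out. Kcnc1 was lower in glutamatergic neurons (-0.54), while Kcnq5 was higher there (0.10) but lower with the clusters weighted equally (-0.09). For inwardly rectifying channels few genes were measured. In glutamatergic neurons 3 of 4 were lower (median -0.18, percentile 21.8), in PV-INs 3 of 4 (-0.20, 20.1) and in Sst-INs 2 of 3 (-0.39, 5.59). The median in PV-INs turned to 0.01 with the clusters weighted equally and to 0.02 with a minimum of 50 CPM, and the median in Sst-INs to 0.26 without the RNA of other cells. The share in Sst-INs was 100% without saline lane 1.

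**Figure D1:**
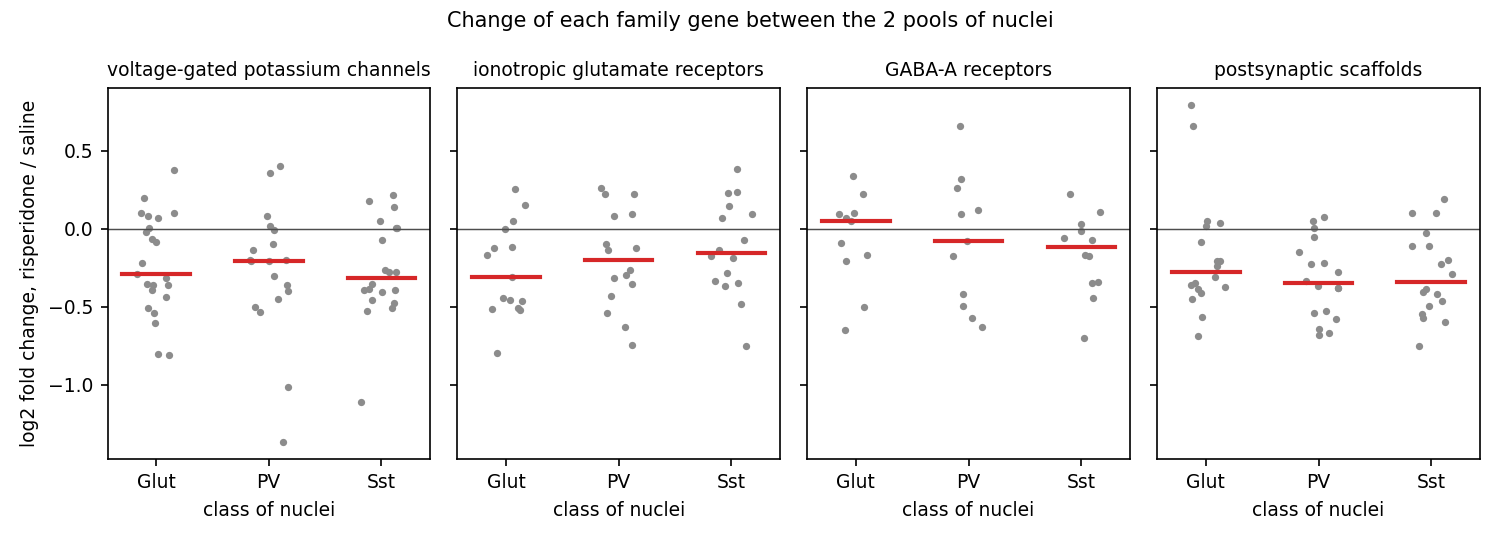
Log2 fold change between the risperidone and the saline pool for each measured gene of 4 families (points) in glutamatergic neurons (Glut), PV-INs and Sst-INs, with the median of the family as a red line. The medians of voltage-gated potassium channels are -0.29, -0.20 and -0.32, and single genes lie on both sides of 0 in each panel. The medians of GABA-A receptors lie near 0, and that in glutamatergic neurons turns from 0.05 to -0.07 with the clusters weighted equally.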

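Of the ionotropic glutamate receptor genes measured, 11 of 15 were lower in glutamatergic neurons (median log2 fold change -0.31, percentile 0.58 of the random lists), 11 of 16 in PV-INs (-0.20, 10.9) and 10 of 16 in Sst-INs (-0.15, 21.5). With the RNA of other cells taken out, an alternative chosen after seeing the data, the median became -0.15 in glutamatergic neurons (95% interval over genes -0.50 to 0.08) and -0.04 in PV-INs. Of 18 postsynaptic scaffold genes, 13 were lower in glutamatergic neurons (median -0.27, percentile 0.70), 15 in PV-INs (-0.35, 0.03) and 15 in Sst-INs (-0.34, 0.03). Over pairs of lanes the median of the scaffolds ranged from -0.30 to -0.26, from -0.52 to -0.18 and from -0.42 to -0.24. The percentile ranged from 0.36 to 0.75, from 0 to 9.31 and from 0 to 1.62 over the same pairs. In Sst-INs the median of the scaffolds became -0.09 without the RNA of other cells. Of the scaffolds, 2 were higher by the rule of size in glutamatergic neurons and none in the interneurons. GABA-A receptor genes had no common direction in glutamatergic neurons, where 5 of 11 were lower and the median was 0.05 (percentile 86.4). That median turned to -0.07 with the clusters weighted equally and to -0.02 with a minimum of 1 CPM. In PV-INs 6 of 11 were lower (-0.07, 51.8), with a median of 0.01 without risperidone lane 1 and of 0.03 without the RNA of other cells. In Sst-INs 9 of 12 were lower (-0.12, 23.6), with a median of 0.00 in male nuclei alone.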

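Few ribosomal protein genes reached 10 CPM. Of 5 in glutamatergic neurons, 4 were higher in risperidone-treated mice, with a median log2 fold change of 0.44 (percentile 98.3 of the random lists). Of 7 genes each, 3 were higher in PV-INs (median -0.07, percentile 22.2) and 2 in Sst-INs (-0.06, 25.0). The median in PV-INs was 0.04 without saline lane 1, and that in Sst-INs 0.10 without saline lane 2 and 0.02 without risperidone lane 2. With a minimum of 1 CPM the medians in PV-INs and Sst-INs were 0.40 and 0.39, and the summed transcripts of all ribosomal proteins changed by 0.35, 0.33 and 0.36 in the 3 cell types. Of RNA-binding and splicing factor genes, 75 of 125 were higher in glutamatergic neurons (median 0.06, percentile 92.2), 73 of 135 in PV-INs (0.06, 91.0) and 73 of 132 in Sst-INs (0.08, 93.7). Without risperidone lane 2 the median in PV-INs was 0.03, without risperidone lane 1 that in Sst-INs 0.025, and with the RNA of other cells taken out that in Sst-INs was -0.00047. Against random lists matched on gene length too, these percentiles were 82.3, 65.3 and 79.6. With a minimum of 50 CPM the medians were -0.04, -0.04 and -0.08. The largest increases by the rule for named genes were those of Gm32250 (3.69), 4930587E11Rik (3.47), Gm15594 (3.44), Gm20275 (3.15) and Nrg3os (2.95) in glutamatergic neurons. In PV-INs they were those of Gm32250 (3.67), Gm20275 (3.62), 4933413L06Rik (3.58), 4930445B16Rik (3.17) and Gm45904 (3.14), and in Sst-INs of 4930473D10Rik (3.76), Gm15594 (3.35), 4930587E11Rik (2.98), 4930567K20Rik (2.96) and 5330438D12Rik (2.90). Each of these genes lies on the opposite strand of a gene with more UMIs, such as Nrg3 for Nrg3os.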

Upregulated DEGs were enriched in terms associated with RNA metabolism and translation machinery in all three cell types (Figs. S5–7). For PV- and Sst-INs, few upregulated DEGs were also enriched in ion channel-associated terms (Figs. S6; S7). Notably, risperidone-treated mice showed downregulation of several dopaminergic and serotonergic receptor genes, particularly in glutamatergic neurons (Fig. 3G). Of these genes, *Drd2* was also downregulated in PV-INs and Sst-INs (Figs. 3H, I).

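In glutamatergic neurons the log2 fold change of Drd2 was -1.41 (exact conditional 95% interval -1.67 to -1.16), from 360 UMIs in the saline to 196 in the risperidone pool, or from 2.58 to 0.97 CPM. Drd2 lies on chromosome 9 of GRCm38 from 49340627 to 49408177. Drd3 changed by -1.81 (-2.66 to -1.01), from 46 to 19 UMIs, Ddc by -1.53, from 88 to 44, and Htr1d by -0.88, from 89 to 70. RNA of other cells would give 1.58 times the counted UMIs of Drd2 in saline and 1.26 times in risperidone, 2.17 and 1.41 times for Drd3, and 1.21 and 1.36 times for Ddc, so none of these 3 counts exceeds that level. It would give 0.70 and 0.42 times the count of Htr1d, whose log2 fold change was -0.19 with that RNA taken out, an alternative chosen after seeing the data, -2.77 in male and -0.33 in female nuclei. Htr2a, which was counted more often (7505 and 7422 UMIs), had a log2 fold change of -0.55 and Htr4 of -0.48. Smaller decreases were measured for Htr1f (-0.21), Htr2c (-0.22) and Htr6 (-0.22, but 0.19 in male nuclei alone), and Htr7 was within counting error (-0.05, -0.11 to 0.02). Maoa was higher (0.39), as was Htr2b (2.63, from 45 to 403 UMIs), which lies opposite Psmd1, a gene of 62.5 CPM.

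**Figure D2:**
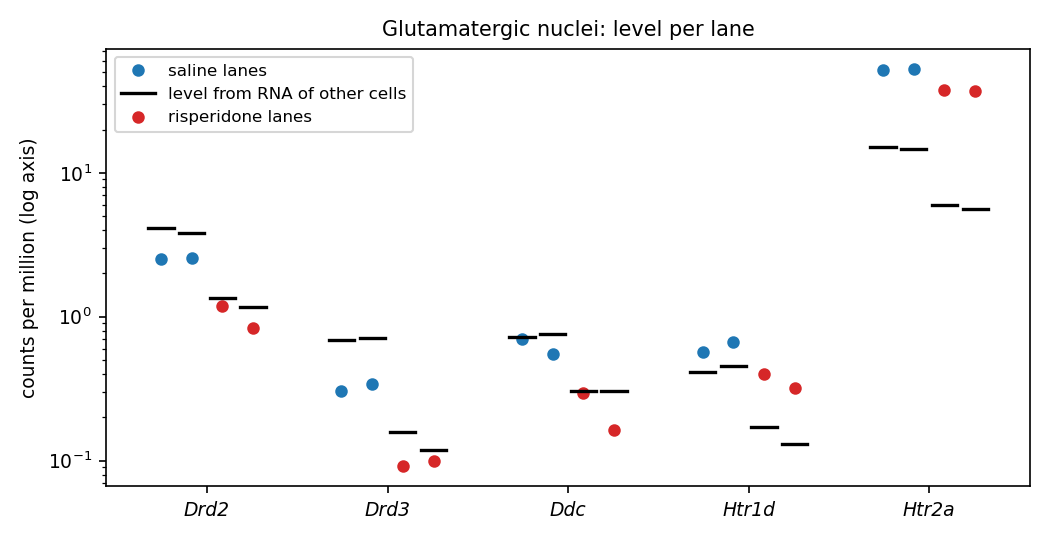
Level in CPM (log axis) of 5 genes in glutamatergic neurons, 1 point per lane (blue, saline; red, risperidone), with a black bar at the level expected from RNA of other cells in the same lane. Drd2, Drd3 and Ddc lie near or below the bars, and Htr2a lies above them.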

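In PV-INs the log2 fold change of Drd2 was -1.17 (-2.38 to -0.04), from 20 UMIs to 11, and was -0.69 without risperidone lane 2 and -1.74 without risperidone lane 1. Those UMIs did not exceed the level expected from RNA of other cells, which was 1.46 times the count in saline and 1.02 times in risperidone. In Sst-INs the log2 fold change was -0.44, with an interval that includes 0 (-1.01 to 0.13), from 63 UMIs to 49. It was -0.80 without risperidone lane 2, -0.19 without risperidone lane 1, -0.70 without saline lane 1 and -0.03 without saline lane 2. Here the expected level was 0.41 times the count in saline and 0.16 times in risperidone.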

**Fig. 3:**
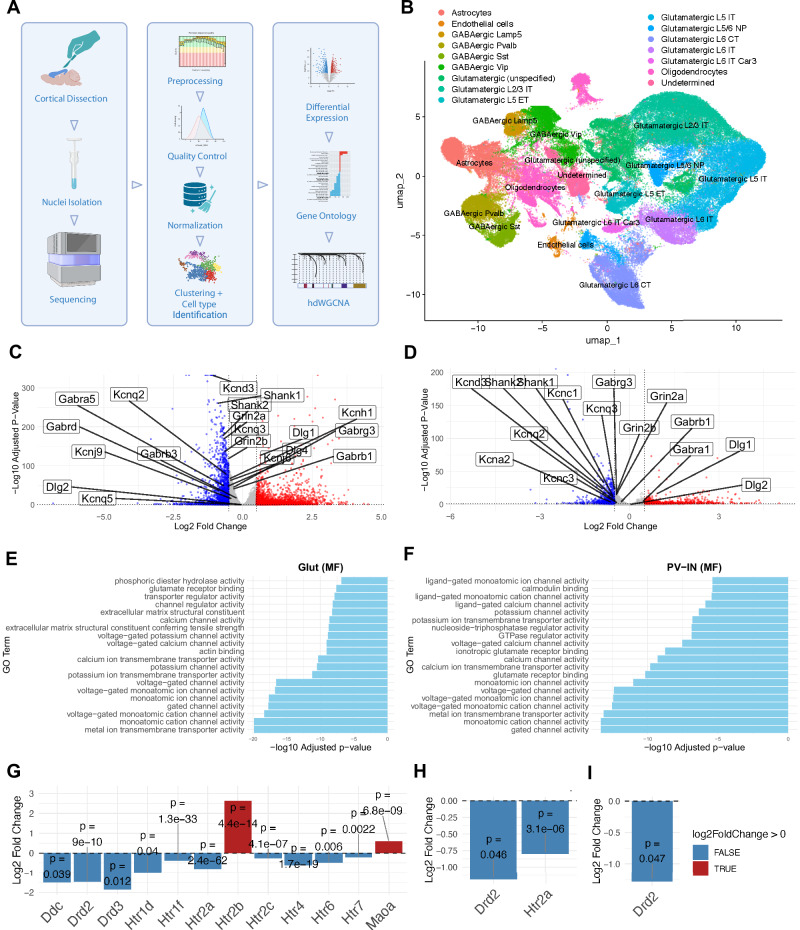
Adolescent risperidone treatment induces transcriptomic changes critical for neuronal excitability and synaptic connectivity in glutamatergic neurons and INs. **A** Schematics of snRNA-seq analysis pipeline. **B** UMAP visualization of snRNA-seq data with cell type annotation. IT, intratelencephalic; ET, extratelencephalic; NP, near-projecting; CT, corticothalamic. Volcano plots of DEGs in glutamatergic neurons (**C**), and PV-INs (**D**). Upregulated genes are in red and downregulated genes in blue. Horizontal dotted line represents -log10 adjusted *p*-value at 0.05, and vertical dotted line represents Log2FC at 0.5. Glut, glutamatergic neuron; PV-IN, parvalbumin expressing interneuron. **E**, **F** Top 20 GO enrichment terms in Molecular Function (MF) of downregulated DEGs in glutamatergic neurons (**E**), and PV-INs (**F**). Bar graphs of Log2FC of dopaminergic and serotonergic genes in risperidone-treated glutamatergic neurons (**G**), PV-INs (**H**), and Sst-INs (**I**). Only the statistically significant genes (FDR < 0.05) are graphed. FDR value for each gene is indicated.

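Nuclei were called male or female from Xist and 4 Y-linked genes. In glutamatergic neurons this gave 6124 male nuclei from saline and 6080 from risperidone, and 12220 and 14365 female nuclei. Male nuclei were 19.5% of the saline and 23.1% of the risperidone glutamatergic neurons, and female nuclei 38.8% and 54.5%. More of the saline nuclei were thus left without a call. PV-INs comprised 346 and 343 male and 656 and 594 female nuclei, and Sst-INs 289 and 270 male and 531 and 497 female nuclei. Female nuclei held more UMIs in all 3 cell types, 160801380 against 80403462 for glutamatergic neurons, 6433358 against 3892286 for PV-INs, and 5002821 against 2971222 for Sst-INs. The mice of a sex were not kept apart in the pools, so each sex has n = 1 per condition as well.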

Since there were sex-dependent differences in neuronal activity, we performed DEG analysis in males and females separately for each cell type. 

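By the rule of size, 784 genes were higher and 649 lower in male PV-INs and 810 higher and 794 lower in female PV-INs. In Sst-INs the numbers were 769 and 676 in males and 909 and 784 in females. In glutamatergic neurons 352 were higher and 426 lower in males and 423 and 623 in females. Both sexes had longer lists than the nuclei of both sexes together in PV-INs and Sst-INs, where the UMIs per list were fewer.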

In PV- and Sst-INs, higher numbers of genes were downregulated than upregulated, regardless of sex (Fig. S8). 

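The median log2 fold change of voltage-gated potassium channels was -0.16 in male and -0.30 in female glutamatergic neurons, -0.10 and -0.34 in PV-INs, and -0.19 and -0.41 in Sst-INs. For postsynaptic scaffolds it was -0.21 and -0.30 in glutamatergic neurons, -0.26 and -0.47 in PV-INs, and -0.13 and -0.42 in Sst-INs. Ionotropic glutamate receptors had medians of -0.17 and -0.49 in glutamatergic neurons, -0.08 and -0.23 in PV-INs, and -0.12 and -0.18 in Sst-INs. GABA-A receptors had 5 of 11 genes lower in either sex in glutamatergic neurons, 7 and 6 of 11 in PV-INs, and 6 and 9 of 12 in Sst-INs. The size of these changes was not tested for a difference between the sexes.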

In all three cell types, genes related to voltage-gated potassium channels, glutamatergic and GABAergic synapses, as well as post-synaptic density were significantly altered (FDR < 0.05; Figs. S8; S9). However, no significant differences in genes related to synaptic connectivity were observed between males and females. 

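Of the potassium channel, glutamate receptor, GABA-A receptor and scaffold genes measured, 0 were past the rule of size in opposite directions in male and female nuclei of any of the 3 cell types. Scaffold genes had the same direction in both sexes in 16 of 18 cases in glutamatergic neurons, 17 of 18 in PV-INs and 16 of 18 in Sst-INs, glutamate receptors in 14 of 15, 16 of 16 and 14 of 16, and GABA-A receptors in 11 of 11, 10 of 11 and 7 of 12. Over all genes, the rank correlation of the male with the female log2 fold change was 0.83 in glutamatergic neurons, 0.58 in PV-INs and 0.48 in Sst-INs, across genes, which are not independent replicates. Opposite directions past the rule were found for 3, 25 and 33 genes. No test of the difference between the sexes was made, because each sex has 1 pool per condition.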

We then asked if the genes that harbor the estrogen-responsive element (ERE) are differentially regulated by adolescent risperidone treatment between males and females. We found two genes that were altered in females and another two in males that were unaltered in the opposite sex (Fig. S18; Supplementary Table 3). The list of specific DEGs is further discussed in the Supplementary Results section, and complete lists of DEGs are found in the Supplementary Data Excel file 1.

### High-dimensional WGCNA identifies key gene modules associated with risperidone treatment

To identify key co-expression modules of adolescent risperidone treatment, we performed high-dimensional weighted gene co-expression network analysis (hdWGCNA) [42] in each cell type. We identified 5 co-expression modules in glutamatergic neurons, 9 in PV-INs, and 11 in Sst-INs, as visualized in dendograms, UMAPs, and dot plots (Figs. 4A, B and S12A, B; S13). The eigengenes of each module were tested for their association with treatment (Figs. 4C and S12C). 

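The module gene lists and eigengenes were not analysed here. Instead, for each gene labelled as a hub in Fig. 4B, the 50 genes most correlated with it were taken over sums of 25 saline nuclei of the same lane and cluster, 1245 sums for glutamatergic neurons and 67 for PV-INs. The median log2 fold change of these genes between the 2 pools was then calculated. For Lingo2, the labelled hub of Glut-M3, it was -0.02, at percentile 98.2 of the random lists, with 26 of the 50 genes lower in risperidone-treated mice. The nuclei of the risperidone lanes gave 39 of the same 50 genes for Lingo2, and 13 to 42 for the other hubs of glutamatergic neurons. The choice of these lanes moved the median of St18 in PV-INs most, to -0.11.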

The co-expression modules that were negatively correlated with risperidone (Glut-M5, PV-IN-M7, PV-IN-M9 in Fig. 4C; Sst-IN-M7 in Fig. S12C) in different cell types were enriched in GO terms associated with ion channel and neurotransmitter receptor activities (Figs. 4D, E and S12D). 

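The 50 genes most correlated with Prkce, the labelled hub of Glut-M5, had a median log2 fold change of -0.44, and 49 of them were lower in risperidone-treated mice, as was Prkce itself (-0.57). The hubs labelled in PV-INs are not matched to single modules here. Their medians were -0.85 for Arpp21, -0.80 for R3hdm1, -0.62 for St18, -0.41 for Asic2, -0.34 for Lyst, -0.11 for 6330411D24Rik, -0.09 for Rbfox1, -0.08 for Erbb4 and 0.17 for Psme4. Over the pairs of lanes the median ranged from -1.07 to -0.46 for Arpp21, -1.02 to -0.39 for R3hdm1 and -0.92 to -0.36 for St18. For Erbb4 it ranged from -0.15 to 0.04 and so changed sign, while the other hubs kept theirs. The medians of 6330411D24Rik, Rbfox1 and Erbb4 lay at percentiles 63.2, 77.2 and 92.7 of random lists matched on expression, and so not on their low side. RNA of other cells would give 1.33 times the counted UMIs of Arpp21 in PV-INs in both pools. The list of St18 shared 1 of its 50 genes with the list from the risperidone lanes, that of R3hdm1 shared 24, and those of Lyst and Psme4 shared 0. The median of Psme4 turned to -0.01 for the list from the risperidone lanes.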

Modules that were positively correlated with risperidone (Glut-M2, Glut-M4, PV-IN-M1, PV-IN-M2, PV-IN-M4, PV-IN-M5, PV-IN-M6, PV-IN-M8 in Fig. 4C; Sst-IN-M2, Sst-IN-M3, Sst-IN-M4, Sst-IN-M5, Sst-IN-M10 in Fig. S12C) were enriched in terms associated with transmembrane transporter and channel activities, neurotransmitter receptor activities, as well as RNA processing and kinase/phosphatase activities (Figs. 4D, E and S12D), demonstrating that risperidone changes the behavior of co-expression network modules associated with various domains of synaptic activities in these cell types. 

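Among hubs labelled for modules of glutamatergic neurons, Ttc14 (Glut-M2) was higher in risperidone-treated mice (log2 fold change 0.31), but the 50 genes most correlated with it had a median of -0.04, at percentile 65.5 of the random lists, with 27 lower. The highest correlation of a gene with Ttc14 was 0.15, so its list holds little co-expression. For Dgkb (Glut-M4) the median was -0.26, with 44 genes lower, and -0.15 for the list from the risperidone lanes. The hubs labelled in PV-INs are not matched to single modules here, so no value is given for the modules of these cells that rose.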

Interestingly, we found sex-dependent differences in the module composition and the module-trait correlation. In all three cell types, some male modules showed differential correlation with risperidone compared to their matching female modules (Supplementary Table 1; Figs. S14–1^7^). Of note, the modules that showed sex-dependent differential correlation with risperidone were associated with postsynaptic density, channel, and neurotransmitter activities, suggesting that synaptic function regulation in these cell types may underlie the sex-dependent behavioral differences observed in risperidone-treated mice. Detailed sex-dependent module-trait correlation difference is further discussed in Supplementary Results and Supplementary Data Excel file 1.

**Fig. 4:**
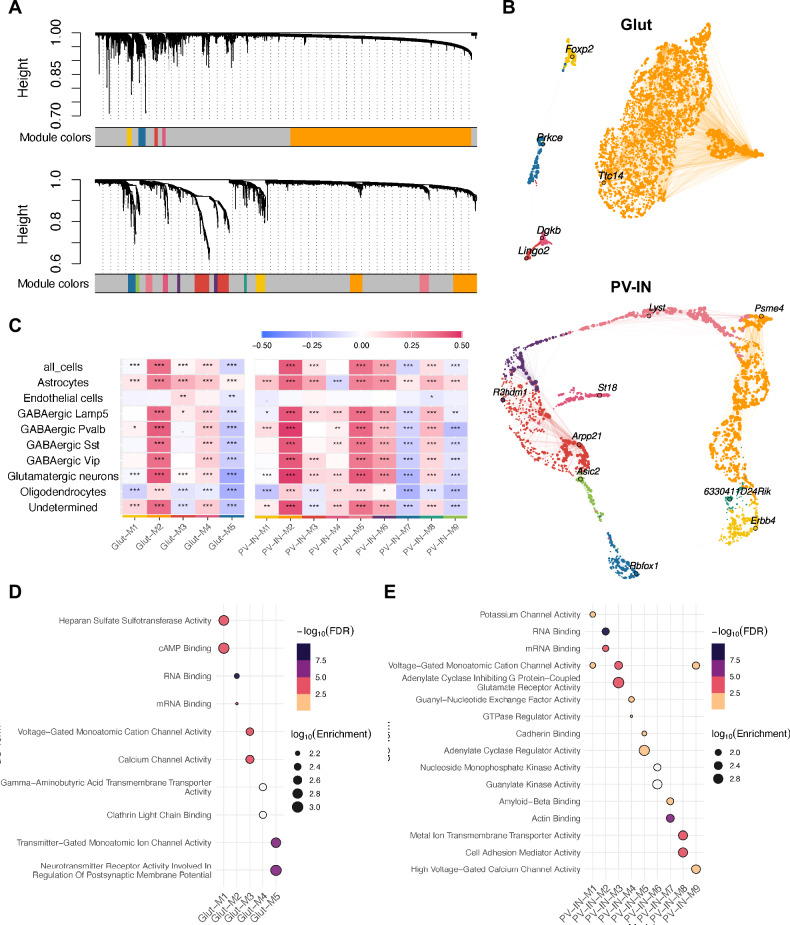
hdWGCNA analysis of glutamatergic neurons, PV-INs, and Sst-INs. **A** Dendogram of co-expression network for each cell type resulting in 5 modules in glutamatergic neurons (top) and 9 in PV-INs (bottom). **B** Gene co-expression network derived from Glut (glutamatergic neurons) and PV-INs, represented as a two-dimensional UMAP plot. Each node represents a gene, color-coded by module assignment, and its size is scaled by the gene’s kME. A top hub gene in each module is labeled. Edges represent the co-expression relationships between genes and module hub genes. For the purpose of visual clarity, edges were down-sampled to 10%. **C** Heatmap showing correlation between modules and treatment in different cell types, FDR < 0.1; *, FDR < 0.05; **, FDR < 0.01; ***, FDR < 0.001. The color bar shows the Pearson correlation coefficient. Dot plots representing top two GO enrichment results (Molecular Function) for each co-expression module for Glut (**D**) and PV-INs (**E**). Closed circle represents FDR < 0.05, and open circle represents FDR ≥ 0.05.

## Discussion

Whereas previous rodent studies of adolescent antipsychotic treatment have reported long-term alterations in cognitive behaviors [9, 10, 27, 30–33], their neurobiological underpinnings remain largely unknown. Data presented here show robust alterations in neuronal activity and the transcriptomes of specific cell types, which are associated with changes in cognitive behaviors. Adolescent risperidone treatment has been shown to impair behavioral flexibility [29], conditional avoidance response [30, 31], working memory, fear conditioning, and stress responses [33]. In the present study, our findings regarding cognitive behaviors were subtle overall. While need-for-safety-like behaviors were significantly increased as measured by corner times during the OFT in risperidone-treated mice (Figs. 1E, F), social recognition or preference as assessed in the three-chamber test (Fig. S1), and NOR were unaltered (Fig. 1J).

Previous studies have shown that adolescent olanzapine treatment produces persistent increases in anxiety-like behaviors, in the absence of alterations in social behaviors [43, 44], findings that are closely aligned with those observed in the present study. In contrast, other studies have reported that adolescent olanzapine treatment causes enduring changes in cognitive domains: working memory and NOR [32, 33], effects that were not observed in our study. The reason for this discrepancy is presently unknown, but it may reflect key methodologic differences between studies, including species (rats vs. mice), drug choice (olanzapine vs. risperidone), and the duration of washout periods.

Compared to these changes in behaviors, we found robust effects of adolescent risperidone treatment on neuronal activity and transcriptomes. In vivo calcium imaging results demonstrate striking changes in cortical neuronal activity, specifically an increase in the amplitude of calcium activity events (Fig. 2E). Because the amplitude of the calcium activity reflects accumulated intracellular calcium from closely spaced action potentials and plateau depolarization [45], a robust increase in the amplitude in the risperidone treated mice suggests enhanced neuronal excitability [46]. While increased calcium events are often accompanied by decreased frequency [47, 48], which can mitigate the impact of increased amplitude, we found no change in the frequency of the events in male risperidone-treated mice (Fig. 2F). In addition, there was no change in the number of neurons with active calcium events during recording. Thus, the increased excitability in neurons of risperidone treated mice is likely to persist beyond the time point of this study.

We focused our snRNA-seq analysis on three neuronal cell types, glutamatergic, PV- and Sst-INs. These cell types were selected for their critical roles in the development of the E/I balance. DEGs resulting from adolescent risperidone treatment are enriched in specific pathways that affect interactions between excitatory and inhibitory neurons. 

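Of 699 genes past the rule of size in glutamatergic neurons and measured in PV-INs, 682 (97.6%) had the same direction there, and 415 passed the rule in the same direction. Of 706 measured in Sst-INs, 671 (95.0%) had the same direction and 404 passed the rule. From PV-INs to Sst-INs 1005 of 1054 genes (95.4%) had the same direction, 555 passed in the same and 1 in the opposite direction. From glutamatergic neurons to astrocyte-like nuclei it was 568 of 665 (85.4%), with 302 past the rule in the same and 9 in the opposite direction. The pools are the same for all cell types, and RNA of other cells is part of the counts of each.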

While the DEGs generally differed across these cell types, we found a striking parallel in the most enriched pathways of DEGs of these cell types (Figs. 3 and S5–7). Specifically, the voltage-sensitive potassium channels were downregulated across these cell types, and inwardly rectifying potassium channels were downregulated in glutamatergic neurons and PV-INs (Supplementary Table 2). These extensive changes, when translated into downstream effects, could destabilize the resting membrane potential, desynchronize oscillatory coherence, and enhance neuronal excitability.

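Of the inwardly rectifying channel genes that were measured, Kcnj6 had a log2 fold change of -0.20 in glutamatergic neurons, -0.31 in PV-INs and -0.43 in Sst-INs, and Kcnj9 one of -0.16, -0.09 and -0.39. None of these 6 values passes the 0.5 of the rule of size, and of the 4 inwardly rectifying channel genes measured in PV-INs 1 was lower by that rule.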

Furthermore, all three cell types showed downregulation of GluN2 subunits and scaffolding proteins, which could impact excitatory inputs into PNs and INs. 

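Grin2a, on chromosome 16 of GRCm38 from 9567898 to 9995560, had a log2 fold change of -0.46 in glutamatergic neurons (exact conditional 95% interval -0.46 to -0.45), -0.29 in PV-INs and -0.18 in Sst-INs. In PV-INs it was -0.14 without saline lane 1 and -0.45 without saline lane 2. For Grin2b the values were -0.31, -0.26 and -0.29. In glutamatergic neurons Grin2a changed by -0.20 in male and -0.65 in female nuclei and Grin2b by -0.06 and -0.49, a difference that was not tested. Shank1 changed by -0.69, -0.68 and -0.75 in the 3 cell types, and Dlg4 by -0.38, -0.67 and -0.60. Shank2 changed by -0.45, -0.58 and -0.57, but by 0.50 in PV-INs with the RNA of other cells taken out. Dlg1 was higher in glutamatergic neurons (0.66) and lower in Sst-INs (-0.38). In PV-INs it was near 0 (-0.05), at 0.07 without saline lane 1, -0.18 without saline lane 2 and 0.35 with doublet-like nuclei kept. Dlg2 changed little in any of them (0.05, 0.01 and 0.10, in PV-INs -0.02 without risperidone lane 1).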

Coupled with decreased GABA receptor expression in these cell types, the observed changes may lead to reduced excitatory input onto INs and/or weakened inhibitory control over PNs.

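Gabrd was lower in all 3 cell types, with log2 fold changes of -0.65 in glutamatergic neurons, -0.57 in PV-INs and -0.70 in Sst-INs, and so was Gabra5 (-0.50, -0.50 and -0.34). Gabrb1 changed by -0.20, -0.42 and -0.35. Gabrg3 changed by -0.17, -0.07 and -0.16, and in PV-INs by 0.01 without risperidone lane 1. Of all GABA-A receptor genes measured, 5 of 11 were lower in glutamatergic neurons, 6 of 11 in PV-INs and 9 of 12 in Sst-INs, and the others were higher.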

Co-expression module-based analyses identified the pathways functionally related within each experimental group (i.e., cell type or sex). Modules that were negatively correlated with risperidone, Glut-M5 in glutamatergic neurons, PV-IN-M7 & PV-IN-M9 in PV-INs and Sst-IN-M7in Sst-INs, were enriched for ion channels and neurotransmitter receptors (Figs. 4 and S12). This further supports the notion that adolescent risperidone treatment perturbs these pathways across all three cell types.

In addition, there appear to be pathways that are affected in a cell-type-specific manner. 

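The 50 genes most correlated with Foxp2, the labelled hub of Glut-M1, had a median log2 fold change of -0.30, between -0.33 and -0.27 over the pairs of lanes, and 43 of them were lower in risperidone-treated mice. Their correlation with Foxp2 was between 0.65 and 0.92. Foxp2 itself had a log2 fold change of -0.03, which was 0.02 without risperidone lane 1 and -0.08 without risperidone lane 2. It was -0.47 with the clusters weighted equally and, in an alternative chosen after seeing the data, 0.43 in nuclei of 3000 to 6000 UMIs.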

In glutamatergic neurons, Glut-M1 was also negatively correlated with risperidone, enriched in the heparan sulfate system and cAMP binding pathways. Heparan sulfate is crucial for the development of the extracellular matrix, neurons and synapses [49] while the cyclic AMP binding pathway is essential for neurotrophic processes, e.g., neurogenesis and synaptogenesis [50]. In interneurons, PV-IN-M2 and PV-IN-M5, positively correlated with risperidone, are enriched in RNA-binding and adhesion molecule pathways, suggesting robust activity of gene regulation and of cell-cell interactions.

Results from both DEGs and hdWGCNA modules highlighted dysregulation of biological pathways essential to synaptic structure and function. While DEG analysis demonstrated that key genes related to synaptic connectivity were dysregulated similarly in both sexes, sex-separated co-expression modules revealed that some gene groups were altered in divergent directions between males and females. It is important to note that gene expression profiles in neurons and their impact on synaptic and circuit activity are affected by changes in non-neuronal cells. Analysis of non-neuronal transcriptomic changes and their impact on synaptic changes is left for our future study.

Without an electrophysiological assessment of each cell type, our results do not directly inform the specific activity or balance of excitatory versus inhibitory neurons. However, our snRNA-seq data are consistent with a model in which glutamatergic neurons and interneurons are hyperexcitable, despite attenuated excitatory and inhibitory inputs to both. Interestingly, Badawi et al. [51] reported that acute risperidone treatment reduces the excitability of both neuronal types. Given that our findings represent enduring effects after chronic treatment, the opposite of these acute effects, this may reflect a compensatory reset of neuronal and synaptic activity via homeostatic plasticity.

As PNs constitute most cortical neurons, our snRNA-seq results likely relate to the observed increases in event amplitudes (Fig. 2E). Furthermore, synaptic interactions between PNs and INs within various circuits may be compromised. Such changes in specific brain circuits, e.g., the hippocampus–PFC axis, are expected to dysregulate neurocognitive functions of various domains, including working memory, affective experience, and executive functions that develop during adolescence.

To our knowledge, this is the first cell-type-specific analysis of enduring transcriptomic changes induced by adolescent antipsychotic treatment. Consequently, cross-referencing our data with comparable previous studies is difficult. Among the most relevant prior works is Younis et al. [52], which utilized bulk RNA sequencing after a 21-day clozapine treatment in adult mice followed by a 1-day washout. They reported 1037 altered transcripts, which overlapped with 478 DEGs in glutamatergic neurons, 136 in PV-INs, and 788 in Sst-INs (Supplementary Data Excel File 2).

Because controlled longitudinal studies of antipsychotics are not possible in humans, the study of antipsychotic effects in the human brain has relied on post-mortem analyses. For instance, Benjamin et al. [53] and Perzel Mandell et al. [54] compared the brain transcriptomes of schizophrenia patients who were on antipsychotics at the time of death with those who were not. Notably, these studies identified 910 transcripts in the striatum and 624 genes in the DLPFC, which overlapped with our identified DEGs in excitatory neurons (324 in the striatum; 108 in the DLPFC) (Supplementary Data Excel File 3).

Finally, it is important to note the extensive nature of the observed transcriptomic changes triggered by adolescent risperidone treatment, which affected thousands of genes. In contrast, antipsychotic treatment in adulthood altered only hundreds of transcripts [55, 56]. It is possible that these extensive transcriptomic changes are direct downstream effects of blockade of DA or 5HT receptors. These extensive changes may reflect a perturbation of the highly coordinated gene expression trajectory required for neuronal and synaptic maturation. Consequently, it is vital to investigate how the blockade of dopaminergic and serotonergic receptors during adolescence impacts the trajectory of brain development. If so, it will be important to investigate how receptor blockade of dopaminergic and serotonergic receptors during adolescence impacts the trajectory of brain development.

### Limitations

Our in vivo calcium imaging platform does not discern specific neuronal cell types. Our interpretation of calcium imaging data that the majority of PNs may be hyperexcitable is based on the notion that about 80 percent of neurons that are detected in our results are likely PNs. Cell-type-specific in vivo calcium imaging is needed to confirm our interpretation in future studies.

Our in vivo calcium imaging was derived solely from the M2 region in head-fixed awake mice, while behavioral phenotypes examined here involve various brain regions. Future studies should include region-specific calcium imaging during various behavioral tasks, such as fiber photometer analyses or mini scope-based paradigms.

There are many cognitive behavioral analyses that are not tested in this study. It will be important to monitor cognitive behaviors while measuring the activity in specific brain regions.

Treatment outcomes are determined by the dosage of agents and duration of treatment and washout period. To capture the full extent of possible consequences of robust treatment, we employed the dosage of risperidone that was close to the highest previously studied (4 mg/kg), as well as duration of treatment and wash-out periods that were comparable to the longest in prior studies.

## Supplementary information

Revised Supplementary Document

Supplementary Data Excel File 1

Supplementary Data Excel File 2

Supplementary Data Excel File 3

Supplementary Table 2

Supplementary Table 3

## Data Availability

The sequence and raw count matrices generated and analyzed for snRNA-seq experiments are deposited to the Gene Expression Omnibus, GSE316091 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE316091). All code used to generate results for snRNA-seq analysis is available at: https://github.com/Hahn-BorgmannWinter/Adolescent_antipsychotics.

How the deposited data were processed for this re-analysis (not part of the article)

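The authors minced the frozen right hemicortices of adult mice that had received saline or risperidone during adolescence. The tissue of 5 male and 5 female mice per condition was combined in 1 pool, from which nuclei were isolated, and each pool was run on 2 Chromium lanes. The authors aligned the reads with Cell Ranger to an mm10 reference, assigned intronic reads to their gene, and deposited for each lane the filtered matrix of UMI counts per gene and nucleus, without normalization. It was checked that the deposited values are whole numbers of at least 1, that the numbers of genes and nuclei match between the parts of a matrix, and that between 160 and 221 barcodes are shared by any 2 lanes. The 4 samples are named here as saline lane 1 and 2 and risperidone lane 1 and 2. Gene positions and lengths were taken from GENCODE vM21 on GRCm38, which holds 32235 of the 32285 gene identifiers. The paper's reference uses a later GENCODE release of the same build.

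The unit of replication is the pool, of which each condition has 1. The 2 lanes of a condition are technical runs, so no test between the conditions, no p-value and no standard error is given. Counts are given with exact intervals at 95% confidence, from the Poisson distribution for a count, from the binomial distribution conditional on the sum for a ratio of counts, and by the Clopper-Pearson method for a share, all of which cover counting error only. The results to report, the gene families, the marker genes, the size threshold, the rule for named genes and the alternatives, apart from those named as added, were fixed before the data were examined.

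The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, with random seed 1. Nuclei with at least 500 genes and at most 5% mitochondrial UMIs passed, which were 29533, 29981, 25696 and 23283 per lane. For each nucleus 2 doublets were simulated by summing pairs of nuclei of the lane, and the nuclei with the highest share of simulated doublets among their neighbours were removed as doublet-like, at 0.4% per 1000 nuclei listed, which came to 11.8%, 12.0%, 10.4% and 9.38% of the lanes. Counts were scaled to 10000 per nucleus and log-transformed. The 2000 most variable genes, 30 principal components, 20 neighbours and Louvain resolution 0.5 were used for clustering. The resolution and the algorithm are the paper's, and its text does not name the other settings, the filters on nuclei beyond Cell Ranger's own or the tool for differential expression.

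A cluster was named by marker genes fixed beforehand. A cluster with at least 60 CPM of Gad2 was a candidate for the interneuron classes, with Pvalb, Btbd11, Cntnap4, Eya4, Tac1, Mybpc1 and Erbb4 for PV-INs and Sst, Grin3a, Elfn1, Tmem132c, Hpse, Crhbp and Chodl for Sst-INs. Other classes had marker lists of their own, among them Vip and Lamp5 interneurons (2461 and 1518 nuclei), astrocytes (4426), oligodendrocytes (1512), oligodendrocyte precursors (2172), microglia (166) and vascular cells (1917). A class was given when the mean log2 ratio of its markers to the median cluster was at least 1.5 with at least 3 markers raised. A non-neuronal class also required less than 650 CPM of Camk2a. A cluster with at least 70 CPM of Slc17a7, less than 30 CPM of Gad2 and no other class above 1.0 was called glutamatergic. These thresholds were set after the marker levels of the clusters had been seen. A cluster that held both PV and Sst markers was clustered again. The share of nuclei left without a class was 21.2% and 20.6% in the saline lanes and 18.2% and 18.4% in the risperidone lanes.

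For each class and lane the counts of all nuclei were summed, and the lanes of a condition were added. Fold changes are log2 ratios of risperidone to saline scaled by edgeR's TMM factors, for genes with a mean of at least 10 CPM over the 4 lanes. Genes were listed when the absolute log2 fold change was at least 0.5, the threshold the paper uses, and both risperidone lanes lay beyond both saline lanes. Gene families were defined by symbol, with 40 voltage-gated and 15 inwardly rectifying potassium channels, 18 ionotropic glutamate receptors, 19 GABA-A receptors, 19 postsynaptic scaffolds, 82 ribosomal proteins and 199 RNA-binding and splicing factors. The median of a family was placed among 10000 random gene lists of the same size and expression, and as an alternative of the same gene length too. Genes named in the text are those the paper names or labels in its figures of expression and modules, and in each cell type the 5 largest increases and the 5 largest decreases among genes with the same direction in all pairs of lanes and in both sexes. Genes outside this rule are marked as chosen after their values were seen. Module hubs were represented by the 50 genes most correlated with the hub over sums of 25 saline nuclei, because the module gene lists are not used here. A set of 10 striatal marker genes was written down to test a striatal source of Drd2.

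RNA of other cells was estimated per lane and class from 24 marker genes of other classes for glutamatergic neurons and 13 for each other class. The median ratio of their level in the class to the average of the lane gave the share of such RNA, and the lane's average profile was taken out by that share. The share rests on nuclei alone, without empty droplets, and is an upper bound where a class itself expresses these markers at a low level. A gene left with fewer than 3 counts in a condition was given no value. This alternative, the restriction to nuclei of 3000 to 6000 UMIs, and the removal of genes opposite a stronger gene were added after the data had been seen. A further alternative added then, and the values of some single genes, are not reported here. The other alternatives were plain CPM, DESeq2 size factors, a minimum of 1 or 50 CPM, doublet-like nuclei kept, a minimum of 1000 genes per nucleus, lane-centred components, resolution 1.0, 50 principal components, 3000 variable genes, clusters weighted equally, nuclei thinned to 2000 UMIs, male or female nuclei alone, each lane left out, summed exon length in place of gene length, 100 genes per hub, hub lists from the risperidone lanes, sex calls from at least 2 UMIs, and lanes taken as replicates in edgeR's quasi-likelihood test or in DESeq2 at a false discovery rate of 0.05, which compare the 2 pools of nuclei.

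The steps were tested on simulated data with 200 changed genes drawn at the depth of the real lanes. The rule of size recovered 93% of them in glutamatergic neurons (7171 genes), 94.5% in PV-INs (7427) and 94% in Sst-INs (7340), and listed 0, 34 and 60 unchanged genes. With lanes as replicates edgeR recovered 93%, 94% and 92%, and DESeq2 93%, 77.5% and 74%. Removal of simulated RNA of other cells brought a median log2 fold change of -0.30 over 391 genes in PV-INs and of -0.28 over 327 genes in Sst-INs to within 0.01 of 0. That simulation left the marker genes out of the class and added the same average profile that was then removed. It checks the calculation, and cannot show that these conditions hold in the real lanes. Of 50 planted co-expressed genes per hub, 100% were recovered in glutamatergic neurons and 92% in PV-INs. Behavioural and calcium imaging data, the module eigengenes, GO enrichment, estrogen response elements and the Sst-IN modules were not analysed here.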

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

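The tests of lncRNA genes by strand and position, of RNA from other cells in astrocyte-like nuclei, of the clustering behind the oligodendrocyte-like nuclei and of the cluster mix behind Gnb4, Igfbp7 and Abi3bp were chosen only after the result was seen, whereas the test of the UMI floor was not.

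Astrocyte-like nuclei, which the paper did not analyse, showed larger median changes of 2 families than the neurons. The median log2 fold change of voltage-gated potassium channels was -0.79, with 17 of 19 genes lower in risperidone, and that of ribosomal proteins was 0.82, with 17 of 17 genes higher. For ribosomal proteins the tables argue against RNA of other cells, since their median was 0.80 with that RNA taken out, and against gene length, since the median lay above all 10000 random lists of the same expression and length. Their rise was not specific to this class. The median was 1.28 in vascular nuclei (52 of 53 genes higher), 0.53 in oligodendrocyte precursors and 0.34 in oligodendrocyte-like nuclei, but -0.07 in PV-INs and -0.06 in Sst-INs. For the potassium channels RNA of other cells may be the source. The counts of 57.9% of these genes in astrocyte-like nuclei were at or below the level such RNA gives in both pools, and its estimated share was 42.6% in saline and 29.7% in risperidone. After its removal 7 channel genes were left, with a median of 0.01. The nuclei in this class also differ between the pools. With a minimum of 1630 UMIs in every lane, the ratio of the astrocyte-like shares fell from 1.17 to 0.82. A cluster without a class, led by Prdm16 and Slc1a3 among others, held 526 and 533 nuclei of the saline and 166 and 146 of the risperidone lanes. A different set of nuclei in the class, a difference between the pools in preparation and an effect of treatment on glia stay open and were not tested.

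Oligodendrocyte-like nuclei made up 2.55% of the risperidone pool (exact 95% binomial interval 2.41 to 2.71) and 0.734% of the saline pool (0.663 to 0.811), and microglia-like nuclei 0.356% and 0.0172%, a signal in cells the paper did not analyse. The saline lanes list no nucleus with fewer than 1364 UMIs. With a minimum of 1630 UMIs in every lane, the ratio of the oligodendrocyte shares fell from 3.48 to 1.26, and the lanes overlapped (0.679% in saline lane 1, 0.668% and 1.15% in the risperidone lanes). Microglia-like nuclei were then 5 and 2 in number. The share also depends on the clustering. With lane-centred components 1336 saline and 1159 risperidone nuclei were oligodendrocyte-like, with a ratio of shares of 1.03, and at resolution 1.0 the ratio was 2.12. With nuclei of at least 1000 genes clustered and named anew, 331 saline and 25 risperidone nuclei were oligodendrocyte-like. A cluster without a class, led by Mobp and Mag among others, held 901 and 999 nuclei of the saline and 470 and 349 of the risperidone lanes. Another, of 8476 nuclei, was led by Inpp5d and Dock2 among others, genes that also led the microglia-like cluster, and held 1937 and 1973 nuclei of the saline and 2343 and 2223 of the risperidone lanes. The excess is consistent with the different floor on UMIs per nucleus and with oligodendrocyte-like nuclei placed in another cluster in saline, and both stay open. Whether treatment changed these cells was not tested, and nuclei under the floor of the saline lanes cannot be compared.

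A set of lncRNA genes outside those the paper discusses was higher in risperidone. Of 767 lncRNA genes of at least 1 CPM on the opposite strand of a stronger gene, 80.7% were higher in glutamatergic neurons, with a median log2 fold change of 0.98 (95% interval over genes 0.83 to 1.13). The median was 1.01 in PV-INs, 0.99 in Sst-INs, 0.87 in astrocyte-like and 0.50 in oligodendrocyte-like nuclei. A general rise of lncRNA genes is argued against by the 686 lncRNA genes with no gene on the opposite strand, whose median was -0.068, and those within a stronger gene on the same strand had a median of -0.04. Where the other gene was more than 100 times stronger, the median was 1.67, and protein-coding genes opposite a stronger gene had a median of 0.22 against 0.03 for those with none. These values suggest that part of the counts of such genes may come from antisense reads of the stronger gene, at a rate that differs between the pools. Antisense transcription that changed with treatment stays open and was not tested. Such genes were 31.1% of the higher and 2.40% of the lower genes of glutamatergic neurons, of 6.19% among all genes measured, and Htr2b is one of them.

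In glutamatergic neurons 3 genes were past the rule of size in opposite directions in males and females, and their difference was not tested. They were chosen after their values were seen. Gnb4 had a log2 fold change of -0.65 in male and 0.63 in female nuclei, Igfbp7 of 0.53 and -0.53, and Abi3bp of -0.56 and 0.79. Of the counts of Gnb4, 46.9% came from 1 cluster, which made up 1.98% of male nuclei in saline and 1.09% in risperidone, and 1.61% and 2.68% of female nuclei. As the mean over clusters, Gnb4 changed by -0.65 in male and 0.11 in female nuclei, Igfbp7 by -0.03 and -0.84, and Abi3bp by -0.47 and 0.24. A different mix of clusters may thus account for part of the opposite directions of Gnb4 and Abi3bp, and it cannot be told apart from a change within cells, because their single clusters went both ways in both sexes. Of the counts of Igfbp7, 60.3% came from 1 cluster. That cluster made up 25.2% of male nuclei in saline and 37.1% in risperidone, and 22.6% and 31.2% of female nuclei. The rise of Igfbp7 in males was absent from the mean over clusters, so a different mix may account for it. Igfbp7 fell in all 11 clusters of female nuclei, with log2 fold changes between -3.65 and -0.15, and went both ways in male nuclei. A difference between the sexes in the response to treatment stays open, with 1 pool per condition for both.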

How the results depend on the processing

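No paired analysis was possible because each condition has 1 pool of nuclei, and the numbers of the lanes are technical and pair nothing. Every alternative from the list fixed at the start was run. Restricting nuclei to 3000 to 6000 UMIs, taking out RNA of other cells, and leaving out genes opposite a stronger gene were tests chosen only after the results were seen. Where no cause is given for a change, the cause was not tested.

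The medians of voltage-gated potassium channels, ionotropic glutamate receptors and postsynaptic scaffolds were below 0 in all 3 cell types under each alternative. Of 21 family medians none moved beyond its interval with DESeq2 size factors, resolution 1.0, clusters weighted equally, doublet-like nuclei kept, lane-centred components, male nuclei alone, a minimum of 1000 genes, thinning to 2000 UMIs or genes opposite a stronger gene left out. The lists by size stayed within 1.5 times their length under DESeq2 size factors, plain CPM, clusters weighted equally, doublet-like nuclei kept, lane-centred components, male nuclei alone, a minimum of 1000 genes, thinning, RNA of other cells taken out, and edgeR with a log2 fold change of 0.5, apart from the shared list in male nuclei. Plain CPM changed their balance, from 56.7% of the listed genes lower to 38.9% in glutamatergic neurons, from 51.5% to 36.2% in PV-INs, and in Sst-INs to 38.2%.

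A minimum of 1 CPM, which admits more genes, gave 1674 higher and 1145 lower genes in glutamatergic neurons, 2114 and 1626 in PV-INs, 2079 and 1540 in Sst-INs, and 1083 shared. A minimum of 50 CPM, which admits fewer, gave 69 and 178, 73 and 209, 82 and 180, and 73 shared. With lanes as replicates in edgeR and no fold change minimum, 2990 and 2900, 1152 and 1436, and 1070 and 1274 genes passed, 1429 of them shared. In DESeq2 with a log2 fold change of 0.5 the counts were 220 and 336 in PV-INs and 182 and 291 in Sst-INs, with 170 shared. Without that minimum they were 2587 and 2653 in glutamatergic neurons, with 343 higher in PV-INs, 289 higher in Sst-INs and 501 shared. Nuclei of 3000 to 6000 UMIs gave 730 lower genes in glutamatergic neurons and 861 higher in Sst-INs, female nuclei 909 higher in Sst-INs, male nuclei 176 shared genes, and resolution 1.0 359 lower in PV-INs.

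Percentiles among random lists moved with the matching. With lists matched on gene length too, voltage-gated potassium channels lay at percentile 0.07 and ionotropic glutamate receptors at 1.67 in glutamatergic neurons, and RNA-binding and splicing factors at 82.3 in glutamatergic neurons and 65.3 in PV-INs. With DESeq2 size factors the potassium channels of glutamatergic neurons lay at 0.06. With a minimum of 1 CPM they lay at 0.17, inwardly rectifying channels at 11.2, GABA-A receptors at 63.8 and scaffolds at 1.74 in glutamatergic neurons, and ribosomal proteins at 99.98 in PV-INs and 99.97 in Sst-INs. With clusters weighted equally, voltage-gated potassium channels lay at 0, ionotropic glutamate receptors at 0.11 and GABA-A receptors at 57.2 in glutamatergic neurons, and voltage-gated channels at 15.4, inwardly rectifying channels at 64.4 and RNA-binding and splicing factors at 63.4 in PV-INs.

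Of inwardly rectifying channels 3 were measured in Sst-INs, and they moved most. All of them (100%) were lower with lane-centred components, at resolution 1.0 and in female nuclei, as were 100% in glutamatergic neurons of males, and 0% with RNA of other cells taken out, where their median was 0.26. Their median was -0.44 with a minimum of 1 CPM and -0.49 in nuclei of 3000 to 6000 UMIs. Ribosomal protein genes, few at 10 CPM, had 17.9% lower in PV-INs and 22.1% in Sst-INs with a minimum of 1 CPM, 27.3% in Sst-INs of males, and 0% in glutamatergic neurons with genes opposite a stronger gene left out. The median of RNA-binding and splicing factors reversed to -0.037 in glutamatergic neurons with a minimum of 50 CPM, and became -0.044 in PV-INs and -0.079 in Sst-INs, with 56.8%, 55.3% and 62.5% of genes lower. With plain CPM, which shifts all genes upward, it was 0.12 in glutamatergic neurons, with 30.4% lower there and 35.6% in PV-INs. Other medians that moved were those of scaffolds, -0.40 in glutamatergic neurons of 3000 to 6000 UMIs and -0.094 in Sst-INs with RNA of other cells taken out, and that of voltage-gated potassium channels in Sst-INs of females, -0.41. With RNA of other cells taken out, Kcnd3 reversed to 1.29 and Shank2 to 0.50 in PV-INs.

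The rank correlation of gene length with the log2 fold change, -0.22 in glutamatergic neurons, -0.25 in PV-INs and -0.21 in Sst-INs, became -0.30, -0.29 and -0.25 with a minimum of 1 CPM, and -0.040, -0.083 and -0.072 for summed exon length. It was -0.20 in PV-INs at resolution 1.0, -0.18 in PV-INs and -0.11 in Sst-INs of males, and -0.14 and -0.12 with RNA of other cells taken out. The genes most correlated with Psme4 in PV-INs reversed to a median of -0.014 when the list came from the risperidone lanes, and those of Dgkb moved to -0.15, of Lyst to -0.13, of St18 to -0.11 and of Asic2 to -0.19. With 100 genes per hub all 14 hub medians stayed within the interval over the genes of their list, though that of Ttc14, -0.042 before, was then 0.022.

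Sex calls from at least 2 UMIs lowered every share, as the rule itself requires, to 19.5% and 23.0% female and 5.99% and 7.18% male in the saline lanes, and to 42.0% and 43.5% female and 10.2% and 12.5% male in the risperidone lanes. With doublet-like nuclei kept, 17.9% and 18.3% of the saline and 18.7% and 19.5% of the risperidone nuclei were male, and 49.8% and 48.8% of the risperidone nuclei female.

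With each lane left out in turn, the share of inwardly rectifying channels lower in Sst-INs was between 66.7% and 100%, and their median between -0.43 and -0.20. The lists by size held between 305 and 382 higher and 440 and 480 lower genes in glutamatergic neurons, 577 and 749 and 540 and 726 in PV-INs, and 576 and 703 and 607 and 703 in Sst-INs. Medians whose sign depended on a lane were those of GABA-A receptors in PV-INs (-0.14 to 0.01) and of ribosomal proteins in PV-INs (-0.18 to 0.04) and Sst-INs (-0.12 to 0.10).

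Of 92 values of named genes, 63 moved beyond their counting interval in male nuclei, 57 in female nuclei, 52 in nuclei of 3000 to 6000 UMIs, 47 with plain CPM, 42 with clusters weighted equally, 40 with thinning, 21 at resolution 1.0, 20 with doublet-like nuclei kept, 11 with a minimum of 1000 genes, 7 with lane-centred components, 1 with DESeq2 size factors, and 24 to 28 with a lane left out. Of 83 that could be computed with RNA of other cells taken out, 41 moved and 2 reversed. A minimum of 50 CPM leaves 57 of them and 18 of 21 family results. Depth limits PV-INs and Sst-INs more than glutamatergic neurons. In PV-INs and Sst-INs the lanes of a single condition differ by 0.5 or more for many genes, and Drd2 has fewer than 100 UMIs per pool there.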

Differences from the paper's values

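Of the settings named here as closing a gap, nuclei of 3000 to 6000 UMIs was chosen only after the results were seen, and so was leaving out genes opposite a stronger gene, which is repeated where it applies. The other settings were set before the data were examined. No cause of a difference was tested in this part.

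The paper reports 1108 overlapping DEGs among the 3 cell types, whereas 304 genes passed the rule of size in all 3. The paper's lists come from a pseudobulk test, of which n = 1 pool per condition leaves no counterpart here. Of 20 alternatives set beforehand, a minimum of 1 CPM (1083) and edgeR with lanes as replicates and no fold change minimum (1429) came within 1.5 times the paper's number, and the other 18 did not.

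For glutamatergic neurons, 6 values read by eye from Fig. 3G differ. The paper's log2 fold change of Htr1f is about -0.4 in Fig. 3G, read by eye, and the value here is -0.21, with none of the 16 alternatives set beforehand within the tolerance of 0.1, and -0.32 in nuclei of 3000 to 6000 UMIs, chosen after seeing the values, within it. For Htr2a the paper's value is about -0.8 in Fig. 3G, against -0.55 here, which became -0.77 with clusters weighted equally and -0.70 in female nuclei, but stayed apart under the other 13, and -0.79 in nuclei of 3000 to 6000 UMIs, chosen after seeing the values. For Htr4 the paper's value is about -0.6 in Fig. 3G, against -0.48 here, and lane-centred components (-0.52), resolution 1.0 (-0.52) and the lanes without risperidone lane 2 (-0.55) closed the gap, unlike the other 12. Nuclei of 3000 to 6000 UMIs, chosen after seeing the values, moved Htr4 away from it, to -0.028, as they did Htr2c, from -0.22 to 0.11. For Htr6 the paper's value is about -0.5 in Fig. 3G, against -0.22 here, and -0.49 in female nuclei was the single alternative of 15 set beforehand to reach it, while nuclei of 3000 to 6000 UMIs, chosen after seeing the values, gave -0.40, at the edge of the tolerance. For Htr7 the paper's value is about -0.2 in Fig. 3G, against -0.045 here, reached with clusters weighted equally (-0.22) and in male nuclei (-0.14), and not under the other 13, and reached in nuclei of 3000 to 6000 UMIs (-0.12), chosen after seeing the values. For Maoa the paper's value is about 0.6 in Fig. 3G, against 0.39 here, and male nuclei alone (0.52) reached it, of 15 alternatives.

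In PV-INs the paper's log2 fold change of Htr2a is about -0.8 in Fig. 3H, read by eye, against -0.38 here, and female nuclei alone (-0.71) reached it, of 16 alternatives. It was -0.20 without saline lane 2 and -0.53 without saline lane 1. The paper's value for Dlg1 is about 0.9 in Fig. 3D, read by eye, against -0.052 here, and none of 16 alternatives reached it. The highest was 0.35, with doublet-like nuclei kept, and it was 0.074 without saline lane 1 and -0.18 without saline lane 2. In Sst-INs the paper's value for Drd2 is about -1.3 in Fig. 3I, read by eye, against -0.44 here. Male nuclei (-1.47) and the lanes without risperidone lane 2 (-0.80) closed that gap, given the counting interval, and the other 13 alternatives did not. It was -0.033 without saline lane 2 and -0.19 without risperidone lane 1.

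Where the paper gives a direction, the following values went against it. In PV-INs and Sst-INs the paper states that more genes were lower than higher in either sex, whereas by the rule of size 784 were higher and 649 lower in male and 810 and 794 in female PV-INs, and 769 and 676 in male and 909 and 784 in female Sst-INs. In nuclei of both sexes together lower genes were slightly more numerous by the same rule (599 against 563 in PV-INs and 568 against 566 in Sst-INs), and with DESeq2, lanes as replicates and a log2 fold change of 0.5 they were 336 against 220 in PV-INs and 291 against 182 in Sst-INs. The paper states that GABA receptor expression decreased in these cell types, whereas GABA-A receptor genes had a median log2 fold change of 0.049 in glutamatergic neurons, with 5 of 11 lower. A minimum of 1 CPM (-0.021), clusters weighted equally (-0.075) and, chosen after seeing the values, nuclei of 3000 to 6000 UMIs (-0.053) put that median below 0. By the rule of size 2 GABA-A receptor genes were lower and 0 higher in glutamatergic neurons, so the difference concerns the family median and not each gene. The paper states that translation genes were among the higher genes in all 3 cell types, whereas ribosomal proteins had medians of -0.075 in PV-INs and -0.057 in Sst-INs, over 7 genes each. The summed transcripts of all ribosomal proteins were higher in both, with log2 fold changes of 0.33 and 0.36. A minimum of 1 CPM gave 0.40 and 0.39, and male nuclei 0.058 and 0.24. Doublet-like nuclei kept (0.050), a minimum of 1000 genes (0.00058), resolution 1.0 (0.063), the lanes without saline lane 1 (0.040) and, chosen after seeing the values, genes opposite a stronger gene left out (0.17) put the median of PV-INs above 0. Thinning to 2000 UMIs (0.15), the lanes without saline lane 2 (0.10) or risperidone lane 2 (0.024) and, chosen after seeing the values, nuclei of 3000 to 6000 UMIs (0.26) put that of Sst-INs above 0. The paper states that the module Glut-M4 rose with risperidone, whereas the genes most correlated with its labelled hub Dgkb had a median of -0.26 here, at percentile 0.01 of the random lists, and of -0.15 for the list from the risperidone lanes, below 0 in each alternative. This list is not the paper's module.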

Other observations

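The tests of RNA from other cells in PV-INs and Sst-INs, of that RNA as the source of Drd2, and of gene length for RNA-binding and splicing factors were chosen only after the result was seen.

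Voltage-gated potassium channel and scaffold genes were lower in risperidone in all 3 cell types. Several technical explanations are argued against as the whole cause, most of them in glutamatergic neurons alone. Among random lists matched on expression and length the medians of these 2 families lay at percentile 4.28 or below, against gene length. In PV-INs the percentile among lists matched on expression alone depended on the lanes, up to 10.9 for the channels. In glutamatergic neurons thinned to the same UMIs the median of the channels was -0.30, against a larger weight of deep nuclei. Random thinning keeps the expected share of each gene in a nucleus, so it cannot exclude other effects of depth. With clusters weighted equally it was -0.39 there, and it was below 0 in each of 13 clusters, against a different mix of clusters. In PV-INs it was -0.14 with clusters weighted equally, at percentile 15.4 of the random lists, and below 0 in 3 of 4 clusters, so a different mix of clusters stays open there. With RNA of other cells taken out, the scaffolds of glutamatergic neurons had a median of -0.29 (95% interval over genes -0.40 to -0.00), against such RNA as the whole cause for the scaffolds there. The median of the channels was then -0.26, with an interval that includes 0 (-0.42 to 0.01), as it did before (-0.39 to 0.01). Cytoplasmic RNA carried over with the nuclei cannot be told apart from a change within the cells. In glutamatergic neurons mitochondrial transcripts changed by -1.29 and Malat1, a nuclear RNA, by 0.60, as less cytoplasm in risperidone would give, while ribosomal protein transcripts changed by 0.35, which it would not.

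In PV-INs and Sst-INs RNA of other cells cannot be told apart from a change within the cells. The median of the scaffolds in Sst-INs moved to -0.094 with that RNA taken out, with an interval over genes of -0.40 to 0.04, and glutamatergic neurons hold more UMIs than any other class. A change shared by all nuclei of a pool may also contribute, since astrocyte-like nuclei showed a median of -0.79 for the channels, but RNA of other cells gives the same sign there. The median was -0.15 in Vip and -0.13 in Lamp5 interneurons, -0.43 in oligodendrocyte-like nuclei, -0.18 in their precursors and -0.50 in vascular nuclei. Pool preparation and an effect of treatment stay open, and the design cannot separate them.

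The medians of RNA-binding and splicing factors were slightly above 0 in all 3 cell types, at 0.062, 0.058 in PV-INs and 0.078 in Sst-INs. They were 0.030 in PV-INs without risperidone lane 2, 0.025 in Sst-INs without risperidone lane 1, and -0.00047 in Sst-INs with RNA of other cells taken out. Against lists matched on gene length too, the highest percentile of their median was 82.3, so gene length may account for this rise. Across all genes the rank correlation of gene length with the log2 fold change was -0.22 in glutamatergic neurons and -0.36 in astrocyte-like nuclei, and that between lane 2 and lane 1 of a condition was 0.12 for saline and 0.20 for risperidone in glutamatergic neurons. The tenth of longest genes had a median of -0.16 and the tenth of shortest genes of 0.08 there. The cause of that trend was not tested.

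Drd2 was lower in glutamatergic neurons and PV-INs, and in Sst-INs its interval includes 0 (-0.44, -1.01 to 0.13). A different mix of glutamatergic clusters is argued against, since the mean over clusters was -1.54. In Sst-INs 1 of 3 clusters was lower, with a mean of -0.19, so a different mix stays open there. The -0.44 became -0.80 without risperidone lane 2 and -0.033 without saline lane 2. In glutamatergic neurons and PV-INs RNA of other cells may be the source, because such RNA would give 1.26 times the counted UMIs of glutamatergic neurons in risperidone and more in saline, so that a fall in its share alone would lower the count. In Sst-INs the log2 fold change was -0.28 with that RNA taken out, at 63 and 49 UMIs, and its source cannot be told apart from a change within the cells. Whether striatal medium spiny neurons supplied the Drd2 RNA cannot be told apart either. A cluster without a class, led by Drd2 and Rgs9 among others, held 2659 nuclei with 225 CPM of Drd2, of which 929 and 869 came from the saline and 421 and 440 from the risperidone lanes, so a striatal-like source was present in both pools and larger in saline. Of 10 other striatal markers 6 fell and 2 rose beyond counting error in glutamatergic neurons, with a median of -0.43. Rgs9 (-0.46) and Pde10a (-0.50) fell, Ppp1r1b (0.23) rose, and cortical neurons express several of them, with Pde10a at 1964 CPM. An effect of treatment on Drd2 stays open.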
